# A Mouse Stromal Response to Tumor Invasion Predicts Prostate and Breast Cancer Patient Survival

**DOI:** 10.1371/journal.pone.0000032

**Published:** 2006-12-20

**Authors:** Marina Bacac, Paolo Provero, Nathalie Mayran, Jean-Christophe Stehle, Carlo Fusco, Ivan Stamenkovic

## Abstract

Primary and metastatic tumor growth induces host tissue responses that are believed to support tumor progression. Understanding the molecular changes within the tumor microenvironment during tumor progression may therefore be relevant not only for discovering potential therapeutic targets, but also for identifying putative molecular signatures that may improve tumor classification and predict clinical outcome. To selectively address stromal gene expression changes during cancer progression, we performed cDNA microarray analysis of laser-microdissected stromal cells derived from prostate intraepithelial neoplasia (PIN) and invasive cancer in a multistage model of prostate carcinogenesis. Human orthologs of genes identified in the stromal reaction to tumor progression in this mouse model were observed to be expressed in several human cancers, and to cluster prostate and breast cancer patients into groups with statistically different clinical outcomes. Univariate Cox analysis showed that overexpression of these genes is associated with shorter survival and recurrence-free periods. Taken together, our observations provide evidence that the expression signature of the stromal response to tumor invasion in a mouse tumor model can be used to probe human cancer, and to provide a powerful prognostic indicator for some of the most frequent human malignancies.

## Introduction

Malignant tumors are complex cellular ensembles composed, in addition to tumor cells, of host tissue-derived fibroblasts, endothelial cells, smooth muscle cells, and leukocytes. Despite self-sufficiency in growth signal generation and resistance to a variety of growth inhibitory and apoptosis-inducing stimuli, tumor cells rely on support from the host tissue for survival, growth and dissemination. In addition to constituting a reservoir of growth factors, the host tissue stroma provides the means to generate oxygen supply by supporting angiogenesis, as well as a structural scaffold for tumor cell adherence and migration [1]–[4]. Tumor cells must therefore possess the ability to exploit these resources to their advantage.

Access to extracellular matrix (ECM)-sequestered growth factors, initiation of angiogenesis and degradation of collagen and various ECM glycoproteins that constitute a natural barrier to invasion require the activation of a complex proteolytic enzyme machinery that initiates and maintains ECM remodeling [5], [6]. Numerous classes of extracellular proteinases are implicated in ECM remodeling including serine, aspartyl and cysteine proteases, members of the metzincin family, prominent among which are matrix metalloproteinases (MMPs), and adamalysin related proteinases [6]–[8]. Although some tumor cell types express a broad range of proteolytic enzymes that allow them to induce ECM remodeling by themselves, others lack the necessary proteolytic arsenal and must rely on enzymes supplied by stromal cells [9], [10]. By recruiting leukocytes, particularly macrophages, and by activating fibroblasts through growth factor secretion and cell-cell interaction, such tumor cells are believed to harness stromal cells into secreting MMPs and other proteases that promote ECM degradation and augment ECM-bound growth factor bioavailability.

Thorough understanding of host responses to different types of cancer growth, their prognostic significance and their potential value as therapeutic targets has been hampered in part by the approaches used to address them. Thus, tumor-host interactions and their consequences have been studied mostly in tumor cell-fibroblast co-culture systems and tumor xenograft models in immunocompromised mice where the stromal microenvironment may only partially reflect that of primary spontaneously arising tumors [11], [12]. Similarly, gene expression signatures of both primary [13], [14] and metastatic [15] tumors that may bear prognostic significance and predict metastatic proclivity, respectively, have for the most part been obtained from bulk tumor cell populations, such that the relative contribution of the tumor and stromal cell compartments could not be readily assessed.

To address the stromal response to tumor growth in a natural setting, and to assess its potential prognostic relevance, we examined the molecular events in the stromal cell compartment during cancer progression in a transgenic mouse model of multistage carcinogenesis. The choice of a mouse model rather than human tissues was based on experience from numerous studies that have highlighted the challenges associated with the use of archival human tissues, both from technical and biological viewpoints [16]. Variability as to sampling, tissue handling, processing and storing can all play a major role in obscuring potentially relevant gene expression profiles [16]. In addition, stromal responses to a given tumor may vary among patients according to patient age and coexistence of disorders unrelated to the malignancy. A well designed study to assess the stromal response to a human tumor should therefore be prospective and performed on a large number of individuals. While undoubtedly valuable, such an approach requires substantial time and should ideally be multicentric. Mouse tumor models, on the other hand, provide uniformity based on a defined oncogenic mechanism that drives tumor development, a unique genetic background and reduced inter-individual variability. Highly reproducible assessment of tumors at defined stages of evolution is therefore possible. Furthermore, late stage tumors free of therapeutic intervention are readily accessible in mouse models, in contrast to the corresponding patient tissues that are typically obtained following chemo- or radiation therapy.

The reproducibility of tumor development and progression in mouse models predicts reproducibility of the corresponding host tissue response and suggests that small numbers of animals may suffice to allow identification of relevant stromal response gene expression signatures. Such putative gene expression signatures can then be used to probe human cancers and the functional implication of the signature component genes in the disease process can be tested.

The neuroendocrine prostate tumors that arise in the mouse model used in the present study (CR2-TAg mice) have been previously characterized and shown to reproduce the stages of human tumor progression and metastasis [17], [18]. Microarray analysis of the stromal response to progression from intraepithelial to invasive tumors revealed a gene expression set consistent with ECM remodeling, characterized by the robust induction of genes encoding ECM proteins, growth factors, adhesion receptors and proteases. Remarkably, the gene expression set was found to have a powerful prognostic value in human prostate and breast cancer.

## Results

### Laser capture microdissection

Neuroendocrine prostate tumors that arise in CR2-TAg mice and evolve through a series of stages closely mimicking those observed in human prostate cancer have been previously described [17], [18]. Briefly, the mice are born with a normal prostate and develop prostate intraepithelial neoplasia (PIN) by 8 weeks, which progress to invasive carcinoma by 16–20 weeks, forming liver, lung, bone and lymph node metastasis by 24 weeks of age. The invasive stage is accompanied by a robust, predominantly fibroblastic, stromal reaction rendering the model attractive for addressing host tissue responses to invasive tumor growth. In the present study, prostates bearing early PIN lesions and invasive prostate tumors were removed from 10- and 24-week old CR2-TAg mice, respectively, at autopsy (Figure 1A, B). The choice of the 10 week time point was dictated by the observation that early invasion may already be present at 12 weeks [17]. By contrast, PIN lesions without evidence of microscopic invasion were abundant at 10 weeks whereas at 24 weeks, 100% of the mice displayed invasive cancer growth along with metastatic lesions. Following histological assessment of the tissues, the stromal compartment from both PIN lesions and invasive prostate tumors was selectively removed by LCM (Figure S1) and the RNA was extracted, amplified and subjected to microarray analysis.

**Figure 1:**
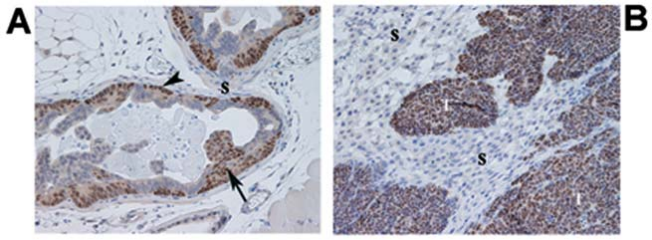
Histological appearance of PIN and invasive CR2-TAg prostate cancer lesions. (A) prostate glands of a 10-week old CR2-TAg mouse showing flat and tufted patterns of PIN (arrowhead and arrow, respectively), and a paucicellular stroma (S); (B) invasive cancer lesion from a 24-week old mouse where PIN acini have been replaced by solid tumor (T) and an abundant cellular, reactive stroma (S) composed primarily of fibroblasts/myofibroblasts as assessed by vimentin/actin smooth muscle staining (data not shown). Tissue sections were stained using anti-SV40 antibody (brown) and counterstained with haematoxylin. Magnification 100×.

### cDNA microarray analysis of microdissected stroma

A global gene expression profile of microdissected stroma was obtained on prostate tissue from 10 mice (4 with PIN, and 6 with invasive tumors). 

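Stroma was cut out of CR2-TAg prostates, in which SV40 large T antigen drives neuroendocrine tumors, and its amplified RNA was hybridized to spotted cDNA clones. The values analysed here come from 9 arrays, each of 1 mouse: 6 of invasive cancer stroma at 24 weeks of age and 3 of PIN stroma at 10 weeks (replicates 2, 3 and 4). The paper's n for PIN is 4, and the fourth PIN array was not analysed here. Age changed together with tumor stage, so the groups differ in both. On every array the sample carried Cy5 and the pool of the PIN samples Cy3, so the dyes were never swapped and each PIN sample was measured against a pool that contained it. The deposited value of a clone is the log2 ratio of sample over pool, which the authors obtained by print-tip group lowess without background subtraction. Spot intensities were not used here, so dim clones were not filtered. Each array held values for 17189 to 17206 clones, with an SD of 0.69 to 0.81 on the invasive arrays and 0.54 to 0.57 on the PIN arrays. Over all clones, r between arrays was 0.256 to 0.769 within invasive stroma, 0.177 to 0.672 within PIN stroma and 0.218 to 0.529 between them. PIN replicate 4 stood apart, with r of 0.177 and 0.189 with PIN replicates 2 and 3. Its r with the invasive arrays was higher, at 0.218 to 0.293, and PIN replicates 2 and 3 had 0.672 with each other. Clones with a value on at least 4 invasive and 2 PIN arrays were tested with limma, as invasive minus PIN, and passed at the false discovery rate of the study, an adjusted p under 0.15. The clones of a gene symbol were averaged for tests of genes, and gene lists were tested with limma's camera at a preset correlation of 0.01 between genes. In simulated data of 6 against 3 arrays with 17163 clones, the test recovered 40 of 100 clones changed by a log2 of 1 and 80 of 100 changed by a log2 of 2, and it passed 29 unchanged clones.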

Gene expression analysis revealed 396 transcripts with differential expression between the two tumor stages (with a false discovery rate (FDR) of 15%). Among these, 256 displayed higher and 140 lower expression in invasive cancer stroma than in PIN-associated stroma (Table S1). 

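Among clones with a gene symbol, the smallest p-values were those of Socs3, which restrains cytokine signaling, and of Marcks, an actin-binding substrate of protein kinase C. Socs3 was 6.21-fold higher in invasive cancer stroma (log2 difference 2.63, SE 0.27, adjusted p = 0.00182 from limma) and Marcks 4.90-fold higher (log2 difference 2.29, SE 0.23, adjusted p = 0.00182 from the same test). For both genes all 6 invasive arrays lay above all 3 PIN arrays. Among 17207 clones tested, 371 passed at an adjusted p under 0.15 and 79 at an adjusted p under 0.05. All 396 clones of Table S1 had the direction that the table gives, and 224 of them passed; the table was chosen on these samples, so it is not independent evidence. Averaged by symbol, 457 of 8106 genes passed. In 635 genes, or 7.85%, all 6 invasive arrays lay on the same side of all 3 PIN arrays, where chance gives 2.38%, and 345 of these passed. The methods' t-test called 66 clones at an FDR of 0.15, and limma with array weights 2444. The count passing was 571, 156, 1179, 122, 131 and 204 without invasive replicates 1, 2, 3, 4, 5 and 6 in turn, and 37, 68 and 294 without PIN replicates 2, 3 and 4.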

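The genes that rose most in invasive cancer stroma include several that macrophages express. Lyz2, the lysozyme of macrophages, was 9.23-fold higher (log2 difference 3.21, SE 0.53, adjusted p = 0.0228 from limma), Ms4a6d 9.01-fold (3.17, SE 0.38, adjusted p = 0.00409), the immunoglobulin receptor gene Fcgr3 6.80-fold (2.77, SE 0.33, adjusted p = 0.00409) and the chemokine gene Ccl9 9.94-fold (3.31, SE 0.74, adjusted p = 0.0565). The lipid carrier gene Fabp4 was 7.44-fold higher, Mgp, which encodes an inhibitor of matrix calcification, 7.20-fold, the metalloproteinase inhibitor gene Timp1 6.10-fold, the selenium carrier gene Selenop 6.03-fold and Stmn1, which destabilizes microtubules, 5.93-fold. Among the largest decreases, the formin gene Fhod3 was 6.92-fold lower (-2.79, SE 0.73, adjusted p = 0.0941), the potassium channel gene Kcng1 5.12-fold (-2.35, SE 0.54), the myosin light chain gene Myl9 4.70-fold, Niban1 3.94-fold, Tspan8 3.68-fold, the cysteine dioxygenase gene Cdo1 3.61-fold and the actin-binding genes Ezr and Gsn both 3.60-fold. In Tspan8 and Cdo1 the PIN arrays spread widely, with an SD of 1.58 and 1.89 (n = 3), and without PIN replicate 4 the differences were -0.97 (adjusted p = 0.118) and -0.78 (adjusted p = 0.203). Cdo1 had -2.57 (adjusted p = 0.148) without PIN replicate 2. In Timp1 the PIN SD was 1.24 (n = 3), and the difference of 2.61 became 3.27, or 9.64-fold, without PIN replicate 4 and 2.04 (adjusted p = 0.185) without PIN replicate 2. In total 261 clones were higher and 110 lower, and 304 genes were higher and 153 lower.

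Of 11 genes that the study measured again by RT-PCR, 10 passed on these arrays. The survival gene Birc5 was 5.17-fold higher (log2 difference 2.37, SE 0.29, adjusted p = 0.00538 from limma), and the securin gene Pttg1 2.17-fold (1.12, SE 0.29, adjusted p = 0.126). The adaptor gene Grb14 fell by 2.15 (SE 0.37, adjusted p = 0.0305) and Tpd52l1 fell by 2.06 (SE 0.37, adjusted p = 0.0337) on the log2 scale. Pink1, a mitochondrial kinase gene, had a log2 difference of -0.77 (SE 0.26, adjusted p = 0.229), which did not pass among clones, although all 6 invasive arrays lay below the PIN arrays and its adjusted p among genes was 0.144. Over the 6 invasive arrays the median of the 8 higher genes moved with that of the macrophage markers (r = 0.962, and 0.808 without invasive replicate 3). Not every gene did so. Birc5 and Pttg1 were highest on invasive replicate 3, at 3.17 and 1.73, where the macrophage median was lowest, at 0.42. Ctsc, Ctsd, Igfbp3 and Lgmn were lowest on that array, and Mmp3 and Pdgfrb were neither. The median of the 3 lower genes moved against that of the macrophage markers (r = -0.720, and -0.703 without invasive replicate 3). These correlations were looked at after the values were seen. The paper's RT-PCR used mice that were not on the arrays, and it reports the 8 genes as higher and the 3 as lower there. Those measurements were not analysed here. The RT-PCR genes were chosen on the array samples, so their calls on these arrays are not independent evidence. The number of them passing was 1 without PIN replicate 2, 3 without PIN replicate 3, 5 without invasive replicate 4, and 7 to 10 without any other single array. Of the 10 largest increases, 6 passed without PIN replicate 2; of the 10 largest decreases, 3 passed without PIN replicate 2, 5 without PIN replicate 3, and 6 without invasive replicate 2 or 5.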

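Of 141 genes picked by symbol as peptidases, or, like Hexa, as listed under the term by Table 1, 18 were higher in invasive cancer stroma and none was lower at an adjusted p under 0.15 from limma (30 higher and 4 lower when adjusted over the list alone). That is 12.8% of peptidases against 3.59% of the other 7965 genes (odds ratio 3.93, 95% interval 2.22 to 6.58, two-sided Fisher's exact test, p = 4.85e-06). The family holds the endopeptidase genes of Table 1, which were chosen on these samples and are not independent evidence. With all genes of Table 1 left out, a choice made after the values were seen, 8 of 129 were higher (odds ratio 1.87, 95% interval 0.782 to 3.86, exact p = 0.0881), which did not pass; those genes were listed for being higher on these samples, so leaving them out lowers the ratio by construction and says little about the family. The same holds for the other tests here without the genes of Table 1. With every gene that has a clone in Table S1 left out, 7 of 126 were higher (odds ratio 2.87, exact p = 0.0153). Table S1 was chosen on these samples too, so this filters both the family and the other genes on the outcome. The higher genes among the others fell from 286 to 154. The tests here without the genes of Table S1 therefore also say little about the family or its lists. Lysosomal proteases and hydrolases, which degrade proteins and sugars at acid pH, held 10 higher genes among 29 (odds ratio 13.9, p = 5.05e-08 from the same exact test). That test takes genes as independent, and with an estimated correlation between genes the list did not pass (adjusted p = 0.128 from camera). With the genes of Table 1 left out it held 4 of 23 (odds ratio 5.95, exact p = 0.00735). With those of Table S1 left out it held 3 of 22 (odds ratio 7.61, exact p = 0.00997). Both settings were again chosen after the values were seen. The list of matrix metalloproteinases, adamalysins and the plasminogen system, which also takes in the inhibitor Timp1 and the receptor Plaur, held 8 among 31 (odds ratio 9.13, p = 1.32e-05 from the same exact test). With an estimated correlation this list did not pass (adjusted p = 0.0940 from camera). Of the 84 ways to split the arrays into 6 and 3, 7 gave a camera p as small, so chance cannot be excluded for it. It held 4 of 26 with the genes of Table 1 left out (odds ratio 5.14, exact p = 0.0114). It held 4 of 26 with those of Table S1 left out (odds ratio 8.81, exact p = 0.00184). These settings were chosen in the same way. Besides the genes of Table 1, the metalloproteinase gene Adam19 was 2.27-fold higher (log2 difference 1.18, SE 0.24, adjusted p = 0.0470). The median difference of the 141 peptidase genes was 0.16 (adjusted p = 8.85e-04 from camera, and adjusted p = 0.0940 with an estimated correlation). Over the 6 invasive arrays that median moved with the median of the macrophage markers (r = 0.853, and 0.559 without invasive replicate 3, looked at after the values were seen). This does not tell the cell source, because the median of pericyte and activated fibroblast genes moved with the macrophage one too (r = 0.946). Gene ontology annotations were not used here. The odds ratio of the peptidases was 8.26 at an adjusted p under 0.05, 5.94 without invasive replicate 2 and 6.90 without PIN replicate 2. It was 2.57 with array weights and 2.11 with the invasive arrays tested against 0. The equal-variance test per clone gave 3.36 (exact p = 0.129), which did not pass. The number of higher peptidase genes was 26 without invasive replicate 3, 11 without invasive replicate 4 or 5, and 3 and 6 without PIN replicates 2 and 3.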

Functional gene ontology (GO) annotation analysis revealed that one of the most significantly over represented gene families in the invasive tumor stroma was annotated to the term *endopeptidase activity* and contained transcripts encoding proteolytic enzymes, including lysosomal proteases, asparaginyl endopeptidases, matrix metalloproteinases and proprotein convertases (Table S2). 

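The cathepsin genes of Table 1 (Ctsb, Ctsc, Ctsd and Ctsz), which encode lysosomal proteases, were higher in invasive cancer stroma. The log2 ratio of Ctsb was 2.12 ± 0.62 (SD, n = 6) in invasive and 0.14 ± 0.31 (SD, n = 3) in PIN stroma, a difference of 1.97 (SE 0.34, adjusted p = 0.0305 from limma), or 3.92-fold. Ctsc was 5.39-fold higher (log2 difference 2.43, SE 0.42, adjusted p = 0.0307), Ctsd 3.54-fold (1.83, SE 0.39, adjusted p = 0.0697) and Ctsz 2.93-fold (1.55, SE 0.29, adjusted p = 0.0417). Lgmn, which encodes the asparaginyl endopeptidase legumain, was 5.62-fold higher (2.49, SE 0.50, adjusted p = 0.0537), with invasive replicate 3 within the PIN range at 0.27. The gelatinase gene Mmp2 was 5.39-fold higher (2.43, SE 0.39, adjusted p = 0.0217), the stromelysin gene Mmp3 5.27-fold (2.40, SE 0.56, adjusted p = 0.0892) and the aggrecan-cleaving Adamts4 4.42-fold (2.14, SE 0.50, adjusted p = 0.0892). The other clone of Mmp2 had a difference of 1.29, and the mean of both was 1.86, or 3.63-fold (adjusted p = 0.00543 among genes). The hexosaminidase gene Hexa was 4.30-fold higher. Furin, which cleaves proprotein precursors, had a difference of 0.49 (SE 0.21, adjusted p = 0.372) and did not pass, although its invasive arrays all lay above the PIN arrays. Its 2 clones had differences of -0.02 and 0.49. The deubiquitinase genes Usp16 (0.90, SE 0.27, adjusted p = 0.181; mean of its 2 clones 0.49) and Usp27x (0.69, SE 0.21, adjusted p = 0.187) did not pass among clones either, though Usp27x did among genes (adjusted p = 0.105). Of the 12 genes of this family in Table 1, 9 passed, and 10 had all invasive arrays above all PIN arrays; the family was chosen on these samples and is not independent evidence. Over the 6 invasive arrays its median moved with that of the macrophage markers (r = 0.911, and 0.598 without invasive replicate 3, looked at after the values were seen). This does not tell the cell source. The median of pericyte and activated fibroblast genes moved with the macrophage one too (r = 0.946, and 0.711 without invasive replicate 3). From its staining the paper proposes fibroblasts and myofibroblasts as the main cells with cathepsins. The number of the 12 genes that passed was 10, 8, 10, 6, 7 and 7 without invasive replicates 1 to 6 in turn, and 2, 5 and 7 without PIN replicates 2, 3 and 4.

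**Figure D1:**
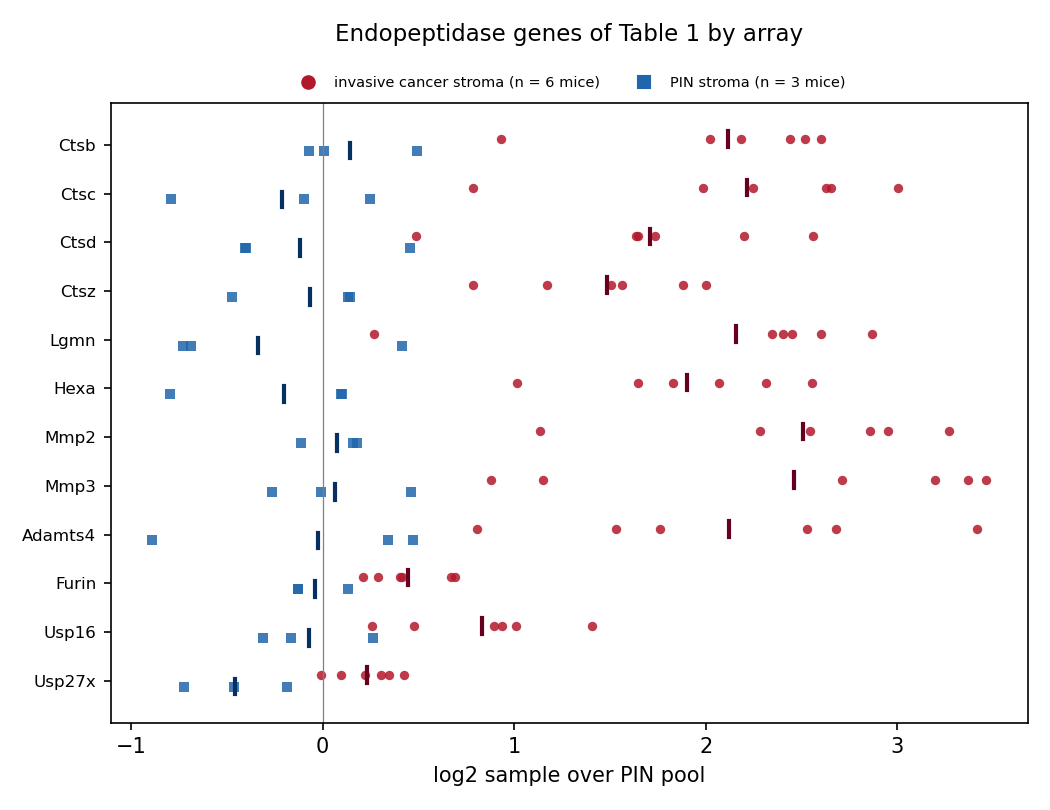
Log2 ratio of sample over PIN pool (horizontal axis) for the 12 endopeptidase genes of Table 1, for the clone of lowest P in Table S1. Circles are the 6 invasive cancer arrays, squares the 3 PIN arrays and bars the group means. Ctsc has a mean of 2.22 in invasive stroma and -0.21 in PIN stroma, and Furin 0.45 and -0.04.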

Genes within this functional family that may be relevant to tumor progression encode cathepsins B, C, D, Z, legumain, a disintegrin-like and metalloprotease reprolysin type with thrombospondin type 1 motif 4 (*ADAMTS4*), matrix metalloproteinases 2 and 3 (*MMP2, MMP3*), and *FURIN*, which processes latent precursor proteins into their biologically active counterparts (Table 1).

**Table 1:**
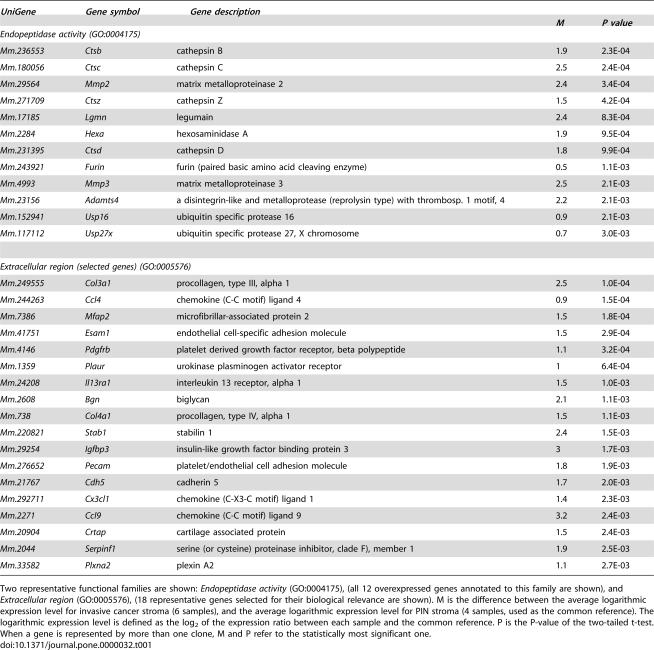
Selected genes found to be induced in invasive-cancer stroma when compared to PIN stroma.

*UniGene*	*Gene symbol*		*Gene description*		
				*M*	*P value*
*Endopeptidase activity (GO:0004175)*					
*Mm.236553*	*Ctsb*	cathepsin B		1.9	2.3E-04
*Mm.180056*	*Ctsc*	cathepsin C		2.5	2.4E-04
*Mm.29564*	*Mmp2*	matrix metalloproteinase 2		2.4	3.4E-04
*Mm.271709*	*Ctsz*	cathepsin Z		1.5	4.2E-04
*Mm.17185*	*Lgmn*	legumain		2.4	8.3E-04
*Mm.2284*	*Hexa*	hexosaminidase A		1.9	9.5E-04
*Mm.231395*	*Ctsd*	cathepsin D		1.8	9.9E-04
*Mm.243921*	*Furin*	furin (paired basic amino acid cleaving enzyme)		0.5	1.1E-03
*Mm.4993*	*Mmp3*	matrix metalloproteinase 3		2.5	2.1E-03
*Mm.23156*	*Adamts4*	a disintegrin-like and metalloprotease (reprolysin type) with thrombosp. 1 motif, 4		2.2	2.1E-03
*Mm.152941*	*Usp16*	ubiquitin specific protease 16		0.9	2.1E-03
*Mm.117112*	*Usp27x*	ubiquitin specific protease 27, X chromosome		0.7	3.0E-03
				
*Extracellular region (selected genes) (GO:0005576)*					
*Mm.249555*	*Col3a1*	procollagen, type III, alpha 1		2.5	1.0E-04
*Mm.244263*	*Ccl4*	chemokine (C-C motif) ligand 4		0.9	1.5E-04
*Mm.7386*	*Mfap2*	microfibrillar-associated protein 2		1.5	1.8E-04
*Mm.41751*	*Esam1*	endothelial cell-specific adhesion molecule		1.5	2.9E-04
*Mm.4146*	*Pdgfrb*	platelet derived growth factor receptor, beta polypeptide		1.1	3.2E-04
*Mm.1359*	*Plaur*	urokinase plasminogen activator receptor		1	6.4E-04
*Mm.24208*	*Il13ra1*	interleukin 13 receptor, alpha 1		1.5	1.0E-03
*Mm.2608*	*Bgn*	biglycan		2.1	1.1E-03
*Mm.738*	*Col4a1*	procollagen, type IV, alpha 1		1.5	1.1E-03
*Mm.220821*	*Stab1*	stabilin 1		2.4	1.5E-03
*Mm.29254*	*Igfbp3*	insulin-like growth factor binding protein 3		3	1.7E-03
*Mm.276652*	*Pecam*	platelet/endothelial cell adhesion molecule		1.8	1.9E-03
*Mm.21767*	*Cdh5*	cadherin 5		1.7	2.0E-03
*Mm.292711*	*Cx3cl1*	chemokine (C-X3-C motif) ligand 1		1.4	2.3E-03
*Mm.2271*	*Ccl9*	chemokine (C-C motif) ligand 9		3.2	2.4E-03
*Mm.20904*	*Crtap*	cartilage associated protein		1.5	2.4E-03
*Mm.2044*	*Serpinf1*	serine (or cysteine) proteinase inhibitor, clade F), member 1		1.9	2.5E-03
*Mm.33582*	*Plxna2*	plexin A2		1.1	2.7E-03

Two representative functional families are shown: *Endopeptidase activity* (GO:0004175), (all 12 overexpressed genes annotated to this family are shown), and *Extracellular region* (GO:0005576), (18 representative genes selected for their biological relevance are shown). M is the difference between the average logarithmic expression level for invasive cancer stroma (6 samples), and the average logarithmic expression level for PIN stroma (4 samples, used as the common reference). The logarithmic expression level is defined as the log_2_ of the expression ratio between each sample and the common reference. P is the P-value of the two-tailed t-test. When a gene is represented by more than one clone, M and P refer to the statistically most significant one.

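Only the 18 genes that Table 1 lists under the extracellular region were counted under that term here. Gene ontology annotations were not used, so the term itself was not tested. The scavenger receptor gene Stab1 was 4.57-fold higher (log2 difference 2.19, SE 0.38, adjusted p = 0.0305 from limma), Serpinf1, which encodes an inhibitor of angiogenesis, 4.06-fold (2.02, SE 0.46, adjusted p = 0.0872), and Esam, an adhesion gene of endothelial junctions, 2.90-fold (1.53, SE 0.28, adjusted p = 0.0339). The chemokine genes Cx3cl1 and Ccl4 were 2.65-fold (1.40, SE 0.37, adjusted p = 0.126) and 1.84-fold higher (0.88, SE 0.21, adjusted p = 0.0961). The cytokine receptor gene Il13ra1 was 2.60-fold and the semaphorin receptor gene Plxna2 1.99-fold higher. The endothelial adhesion genes Pecam1 and Cdh5 were higher on the clone of lowest P, with differences of 1.63 (SE 0.40, adjusted p = 0.105) and 1.63 (SE 0.39, adjusted p = 0.0977). Their other clones differed from these, and neither gene passed as a mean of clones: over 4 clones of Pecam1 the mean difference was 0.27 (adjusted p = 0.516), and over 2 clones of Cdh5 it was 0.90 (adjusted p = 0.205). All 18 genes that Table 1 lists under this term passed on the clone of lowest P, and in 16 of them every invasive array lay above every PIN array; they were chosen on these samples and are not independent evidence. The number passing was 18, 9, 18, 6, 8 and 11 without invasive replicates 1 to 6 in turn, and 2, 5 and 9 without PIN replicates 2, 3 and 4.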

Several of the other differentially expressed genes within the reactive stroma, annotated to the term *extracellular region*, were also candidate participants in the regulation of tumor growth and invasion. Thus, increased expression of genes encoding structural matrix components including, biglycan, procollagen type III, and IV, cartilage associated protein, regulators of insulin growth-factor bioavailability (IGFBP3), urokinase plasminogen activator receptor (PLAUR) and growth factor receptors (PDGFRB), may all play essential parts in the control of mesenchymal cell growth and differentiation, which may in turn influence tumor growth (Table 1).

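Biglycan (Bgn), a small proteoglycan that binds collagen, rose from a log2 ratio of -0.45 ± 0.48 (SD, n = 3) in PIN stroma to 1.88 ± 0.50 (SD, n = 6) in invasive cancer stroma, or 5.03-fold (log2 difference 2.33, SE 0.32, adjusted p = 0.00874 from limma). The collagen gene Col3a1 was 6.00-fold higher on its clone of lowest P (2.58, SE 0.44, adjusted p = 0.0288), but only 2 of its 4 clones passed and their mean was 1.55 (adjusted p = 0.0431). Col4a1, which encodes a chain of basement membrane collagen, was 3.10-fold higher (1.63, SE 0.31, adjusted p = 0.0417). Crtap, the cartilage associated protein, was 2.65-fold higher on its clone of lowest P (1.41, SE 0.33, adjusted p = 0.0892), while the mean of its 2 clones was 0.73 (adjusted p = 0.175). Igfbp3, which binds insulin-like growth factors, was 6.83-fold higher (2.77, SE 0.64, adjusted p = 0.0892), with the groups overlapping. The urokinase receptor gene Plaur (1.94-fold, 0.96, SE 0.25, adjusted p = 0.126; other clone 0.32, mean of both 0.64, adjusted p = 0.129) and the growth factor receptor gene Pdgfrb (1.98-fold, 0.98, SE 0.21, adjusted p = 0.0697) rose less. Bgn and Col3a1 passed without any 1 of the 9 arrays. Without PIN replicate 2 the adjusted p was 0.0554 for Bgn and 0.141 for Col3a1. The other genes lost their call when single arrays were left out: 1 array ended it for Col4a1, 3 for Pdgfrb, 5 for Igfbp3 and 7 for Crtap and Plaur. The paper proposes that the higher expression of these matrix, growth factor and receptor genes may contribute to controlling how mesenchymal cells grow and differentiate, and that this may in turn affect the growth of the tumor.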

### Validation of microarray results

A subset of differentially expressed genes were validated by quantitative real-time RT-PCR on RNA extracted from microdissected PIN and invasive tumor stroma derived from animals that had not been used for microarray analysis. Genes selected for validation encode proteins implicated in proteolysis (matrix metalloproteinase 3 (MMP3), cathepsin C (CTSC), cathepsin D (CTSD), and legumain (LGMN)), modulation of insulin-like growth factor-1 bioavailability (IGFBP3), regulation of tumor and stromal cell growth, including platelet-derived growth factor receptor beta (PDGFRB), growth factor receptor bound protein 14 (GRB14), tumor protein D52-like 1 (TPD52L1) and PTEN-induced kinase 1 (PINK1), cell cycle regulation (pituitary tumor transforming gene, PTTG1), and survival (baculoviral IAP repeat-containing 5, BIRC5, Figure 2A). Consistent with the microarray data, *MMP3, PDGFRB, CTSD, BIRC5, CTSC, PTTG1, IGFBP3*, and *LGMN* were found to display, respectively, 6-, 6-, 7-, 8-, 14-, 18-, 19- and 19-fold higher expression in the invasive cancer stroma than in PIN stroma. In further support of the microarray data, GRB14, TPD52L1 and PINK1 displayed 4-, 4-, and 5- fold lower expression in invasive cancer than in PIN stroma (Figure 2A). Immunohistochemical analysis confirmed that expression of cathepsins D, B and Z was almost exclusively localised in the stroma of invasive tumors (Figure 2B, E and S2A, B) but was absent from PIN stroma (Figure S2C, arrowheads). Anti-vimentin antibody (Figure 2C), double anti-cathepsin D/anti-vimentin antibody (Figure 2D), and double anti-cathepsin D/anti-actin smooth-muscle antibody (data not shown) staining suggested that cathepsins were expressed predominantly by fibroblasts and myofibroblasts. Anti-SV40 antibody, which stained tumor cells only, and anti-cathepsin antibody staining patterns were mutually exclusive, indicating that cathepsin-positive cells within the stroma were not tumor cells that had detached and migrated away from the primary mass (Figure 2E–G). Western blot analysis of lysates from cultured fibroblasts obtained from prostates bearing PIN lesions and invasive cancer further confirmed the induction of cathepsins B, D and Z in invasive tumor-derived fibroblasts even after several days of culture (Figure 2H).

**Figure 2:**
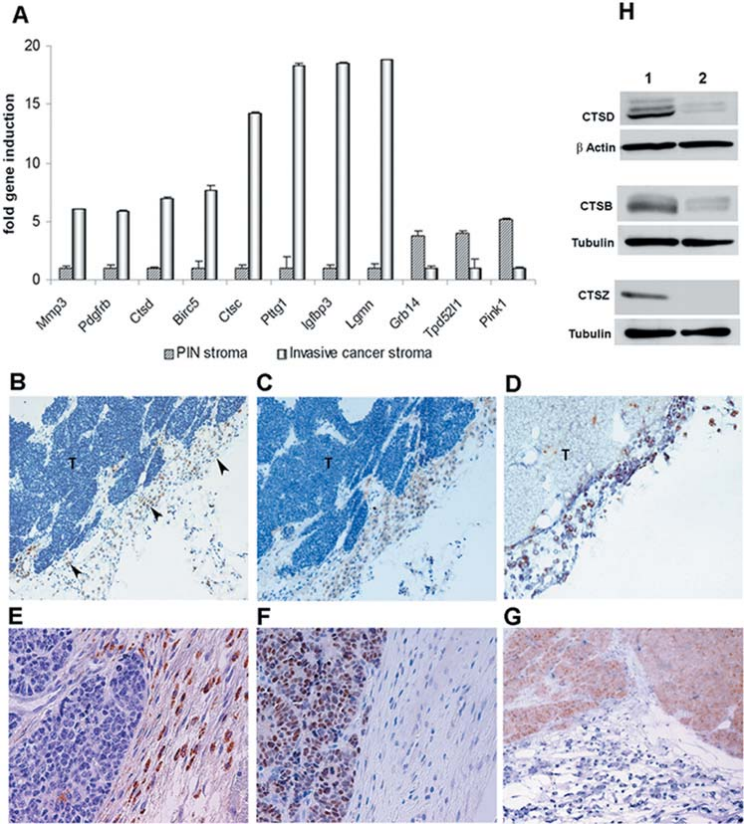
Validation of stromal genes identified by microarray analysis. (A) Quantitative real-time RT-PCR confirmed microarray results for 11 transcripts found to be differentially expressed between PIN and invasive cancer stroma. For a better representation, genes induced in the invasive cancer stroma were calibrated on the PIN stroma, those induced in the PIN stroma were calibrated on the invasive-cancer stroma. (B–G) Immunohistochemical validation of cathepsin D expression in invasive cancer stroma; cathepsin D (brown) was highly expressed in stromal cells (arrowheads) associated with invasive cancer, in contrast to tumor cells (T) where only occasional staining was seen (B,E); cells expressing cathepsin D were positive for vimentin (brown), confirming their mesenchymal origin (C); double staining of cathepsin D (brown) and vimentin (blue) highlighted their co-expression by fibroblasts/myofibroblasts (D); anti-SV40T antibody staining (nuclear, brown), (F), and double anti-cathepsin D/anti-SV40T antibody staining (blue/brown, respectively), (G), further confirmed that cathepsin D expression was primarily in stromal cells. Nuclei were counterstained with haematoxylin (B, C, E, F). Magnification 100× (B–D), 200× (E, G). (h) Western blot analysis confirmed increased expression of cathepsin D, B and Z in fibroblasts derived from CR2-TAg prostate cancers (1) compared to those derived from PIN prostates (2). Samples were collected from 24-week (invasive cancer) and 10-week old (PIN) mice, just as for the microarray experiments.

### Cross-species gene-expression comparison provides evidence that human orthologs of genes induced in the stroma of invasive CR-2TAg tumors predict prostate cancer patient survival

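Several genes of the interstitial matrix and of fibroblasts were higher in invasive cancer stroma. Of 22 measured genes for fibrillar collagens and interstitial matrix, 8 were higher and none was lower at an adjusted p under 0.15 from limma (10 higher and 1 lower when adjusted over the list alone), with a median log2 difference of 0.70. The fibronectin gene Fn1 and the collagen-binding Sparc were among the 8, with differences of 2.23 and 1.74; they were picked for mention after their values were seen. Of 17 genes of pericytes and activated fibroblasts, 5 were higher and none was lower (10 higher when adjusted over the list alone), with a median of 0.96; the Wnt antagonist gene Sfrp1 was 2.73-fold higher (1.45, SE 0.26, adjusted p = 0.0270). Of 15 basement membrane genes, 2 were higher, Col4a1 and the nidogen gene Nid2 (1.80, SE 0.55, adjusted p = 0.140), and none was lower (4 higher and 2 lower when adjusted over the list alone), with a median of 0.03. The matrix and fibroblast lists shifted upward against all other genes (adjusted p = 1.94e-08 and 9.20e-07 from camera), and the basement membrane list did not pass (adjusted p = 0.433). The lists are not independent of Table S1, which was chosen on these samples. In it 4 matrix and 5 fibroblast genes have a clone. Of the higher genes, 4 of the matrix list and 0 of the fibroblast list have none. Of the 84 ways to split the arrays into 6 and 3, 5 gave a camera p as small for the matrix list. Chance cannot be excluded for that list taken alone. For the fibroblast list 2 splits did. With an estimated correlation between genes the adjusted p was 0.128 for the matrix list and 0.0940 for the fibroblast list. On invasive replicate 3 the median of the matrix list was 0.08, against 0.67 to 1.27 on the other 5 invasive arrays. On PIN replicates 2, 3 and 4 it was 0.17, 0.26 and -0.55, so invasive replicate 3 lay within the PIN range. Over the 6 invasive arrays the medians of the matrix and fibroblast lists moved with that of the macrophage markers (r = 0.995 and 0.946, and 0.976 and 0.711 without invasive replicate 3, looked at after the values were seen). The 8 higher matrix genes became 2 without PIN replicate 2, the 5 higher fibroblast genes 1 and 3 without PIN replicates 2 and 3 and 10 without invasive replicate 3, and the 2 higher basement membrane genes 0 without PIN replicate 2, 4 without invasive replicate 3 and 1 without any other array.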

The gene expression profile of invasive tumor-associated stroma in the CR2-TAg mouse model is consistent with tissue remodeling and may conceivably reflect host tissue stromal response to some types of invasive cancer irrespective of species. To determine whether the mouse stromal genes identified herein are expressed in human prostate cancers and to test their potential relevance for patient survival, we developed a list of human orthologs of the mouse genes found to be differentially expressed between PIN- and invasive-cancer stroma. The genes within the list were subdivided into those that were upregulated (labeled “stroma up” genes) and those that were downregulated (labeled “stroma down” genes) in the invasive-cancer stroma (Table S3). A previously published data set of prostate cancer patients [13] for whom both gene expression and disease recurrence data were obtained was then analyzed for expression of the two groups of genes. Unsupervised hierarchical clustering was used to divide patients into two groups based only on the expression profiles of the genes in our lists. Standard statistical methods were used to determine (a) whether the two groups of patients thus defined showed statistically significant differences in terms of survival/recurrence-free time (Kaplan-Meier analysis), and (b) whether the genes within our lists had significantly higher predictive power than randomly selected genes (univariate cox analysis).

Unsupervised hierarchical clustering of 79 prostate carcinoma patients [13] based on “stroma up” genes resulted in two patient groups (Figure 3A), with a significant difference in recurrence-free time as assessed by Kaplan-Meier survival analysis (log-rank test p = 8.05×10^−5^, Figure 3B). By contrast, groups of patients obtained based on “stroma down” gene clustering did not differ significantly in recurrence-free time (p = 0.086, Figure S3A). Cross-species gene-expression analysis therefore indicated that genes found to be induced in the stroma in response to tumor progression in CR2-TAg mouse model were not only expressed in human prostate cancer but were able to predict patient outcome.

**Figure 3:**
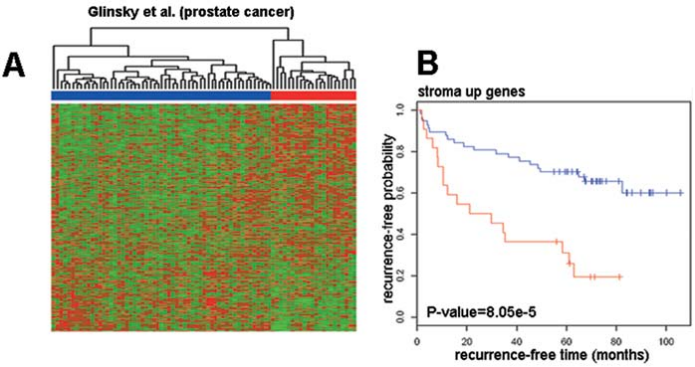
Prognostic value of “stroma up” genes for human prostate cancer. (A) Unsupervised hierarchical clustering of prostate cancer patients (columns) obtained using “stroma up” genes (rows). Red indicates high relative levels of gene expression and green represents low relative levels of gene expression. Genes in the cluster are ordered according to decreasing z values (Table S4). “Stroma up” genes divide prostate cancer patients in two main clusters (red and blue); (B) Kaplan-Meier survival analysis of the groups of patients defined by “stroma up” genes shows that the two groups of patients differ significantly in the overall survival time (p = 8.05×10^−5^; red, poor prognosis group; blue, good prognosis group). Similar analyses performed using “stroma down” genes can be found in Figure S3A.

### Survival-predictive ability of mouse stromal genes in different human cancers

Given that a stromal reaction to tumor invasion not only occurs in many cancer types but probably promotes tumor invasion and metastasis, it is conceivable that at least some of the molecular changes which occur in the tumor microenvironment during tumor progression may be common to different cancer types. To address this hypothesis we tested the applicability as a prognostic indicator of the stromal gene expression set identified in the CR2-TAg mouse model to several human malignancies known to induce a robust stromal reaction, including breast, lung and gastric carcinoma. The gene expression set was also tested in renal cell carcinoma, a tumor with a weak stromal response, where it was not expected to have prognostic value.

Unsupervised hierarchical clustering of 295 early-stage breast carcinoma patients [14] using the list of upregulated stromal genes (“stroma up”) identified two groups of individuals (Figure 4A). Kaplan-Meier survival analysis of the two groups indicated that they were significantly different with respect to survival (p = 6.97×10^−5^, Figure 4B). The same analysis performed with respect to metastasis-free evolution instead of survival time showed that the two groups also differed significantly in the overall metastasis-free disease duration (p = 0.0018, Figure 4C). Consistent with our observations on prostate cancer, genes found to be downregulated in the stroma (“stroma down”) clustered the patients into groups that did not significantly differ in survival (p = 0.2, Figure S3B), or metastasis-free disease duration (p = 0.72, Figure S3C).

**Figure 4:**
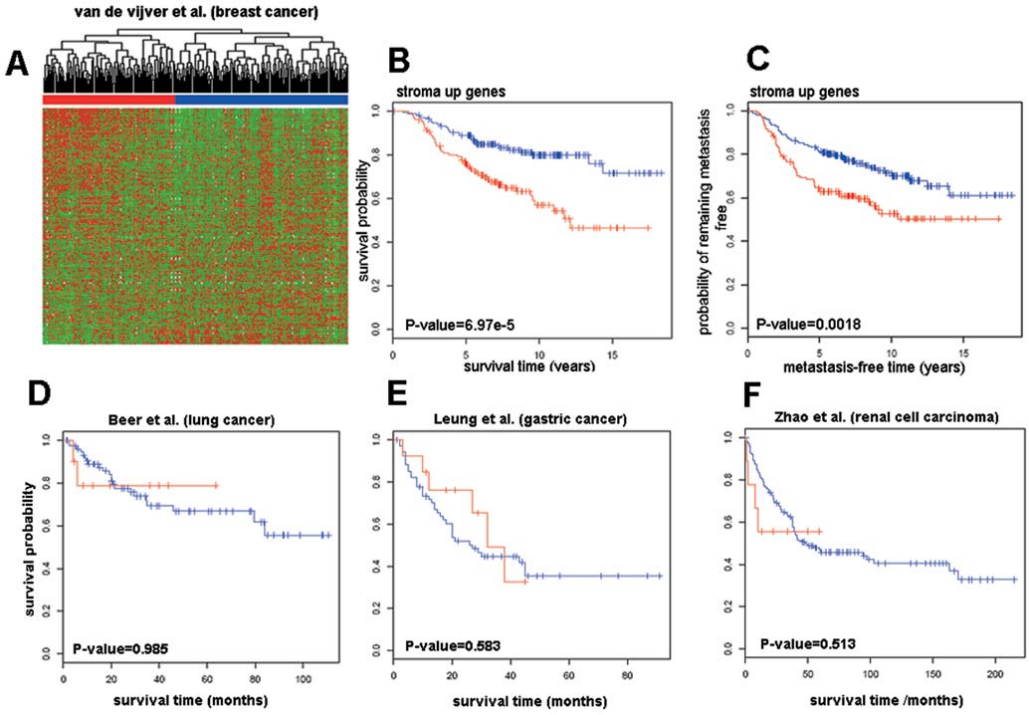
Prognostic value of “stroma up” genes in different human tumors. (A) Unsupervised hierarchical clustering of breast cancer patients (columns) obtained using “stroma up” genes (rows) ordered according to decreasing z values (Table S5). “Stroma up” genes divide breast cancer patients in two main clusters (red and blue). Kaplan-Meier survival analysis of the groups of patients defined by “stroma up” genes shows that the two groups of patients differ significantly in the (B) overall survival time (p = 6.97×10^−5^), and (C) metastasis-free time (p = 0.0018). Similar analyses performed using “stroma down” genes can be found in Figure S3B,C. (D–F) Kaplan-Meier survival analysis of lung (D), gastric (E), and renal cell carcinoma patients (F) shows that groups of patients defined by “stroma up” genes do not differ significantly in the overall survival time (p>0.05). Red, poor prognosis group; blue, good prognosis group.

By contrast, when “stroma up” genes were used to cluster 86 primary lung adenocarcinomas (67 stage I and 19 stage III tumors) [19], the groups obtained did not display a significant survival difference (p = 0.985, Figure 4D). The same was true for a cohort of 90 primary gastric adenocarcinoma patients [20], (p = 0.583, Figure 4E). As expected, based on the paucity of the stromal response, unsupervised hierarchical clustering of 177 primary renal cell carcinoma patients [21], using “stroma up” genes failed to yield groups of patients with significantly different survival curves (p = 0.513, Figure 4F).

### Univariate cox analysis provides a list of genes related to survival

Although unsupervised clustering and Kaplan-Meier analysis revealed that the overall list of “stroma up” genes had high prognostic value for prostate and breast cancer patients, it did not provide clues as to the identity of the genes that best predict survival. To address this issue, we performed univariate Cox analysis of the correlation between the level of gene expression and survival time. Such analysis produced, for each gene in our list, a z value indicating the strength and sign of the correlation: positive values of z>1.96 indicated that overexpression of the gene was statistically associated with poor prognosis (p<0.05), while negative values of z<−1.96 were statistically indicative of good prognosis (p<0.05), (Tables S4–8). In general, for prostate and breast data sets, “stroma up” genes tended to have higher z values when compared to all genes present in the chip, confirming that overexpression of these genes was associated with poor patient survival (schematically represented in Figure 5A, B).

**Figure 5:**
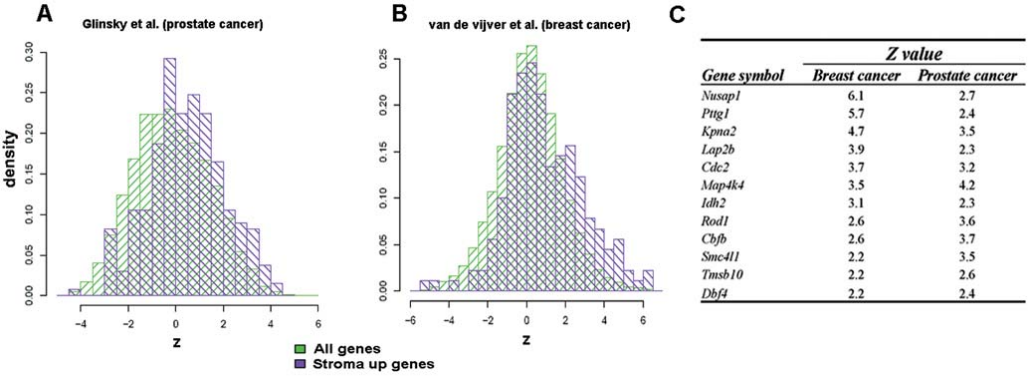
Univariate cox analysis. Representative histograms of (A) prostate and (B) breast cancer data sets obtained using univariate cox analysis of the correlation between the level of gene expression and survival time. Histograms show that the distribution of the z variable of “stroma up” genes (purple) is significantly higher than that of all genes present in the chip (green); (C) selected genes obtained by cross-list comparison of Tables S4 and S5 found to have strong predictive value for the survival of breast and prostate cancer patients. Only genes having a p value<0.05 in both tables were selected. The *z* value (and sign) indicate the strength of the correlation between the expression level of a gene and patient survival: the larger the positive value of *z* the greater the association of the overexpression of the corresponding gene with poor outcome.

A cross-list comparison of transcripts with statistically significant z values (p<0.05) in prostate and breast data sets (Tables S4, S5) identified 12 genes that were common to both lists. Among these genes were transcripts that encode transcription factors (CBFB), nuclear proteins that regulate nuclear import (KPNA2), proteins implicated in the structural organisation of the nucleus (TMPO), proteins involved in chromosome organization (PTTG1, SMC4l1), and a protein associated with centrosome separation (NUSAP1). Other genes whose overexpression was associated with poor survival of breast and prostate cancer patients encode regulators of differentiation (ROD1), protein kinases (MAPK4), and regulators of cytoskeletal organisation (TMSB10, Figure 5C). In addition to the 12 gene set, some of the “stroma up” genes displayed a tumor-specific association with prognosis. Thus, overexpression of genes including CX3CL1, FURIN and MTLG was associated with poor prognosis in breast cancer patients but a favourable outcome in prostate cancer patients. Similarly, high expression of the cathepsin family of proteases (CTSC, CTSZ, CTSB) was found to be indicative of poor prognosis in breast cancer patients but appeared to have no significant predictive value in prostate cancer patients. Univariate cox analysis thus confirmed that overexpression of “stroma up” genes was associated with poor patient outcome and allowed the identification of 12 genes that have strong predictive value for survival of prostate and breast cancer patients.

### Expression of PTTG1 and CTSD in human cancers

Two genes from the “stroma up” list were selected for immunohistochemical validation in human tumors, the primary goal being to determine their localisation rather than a precise assessment of their expression level. The securin gene (*PTTG1*) was selected because it displayed the strongest correlation with poor outcome of both prostate and breast cancer patients. 

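Among the 304 genes higher in invasive cancer stroma, ordered by the difference of their clone means, the cathepsin D gene Ctsd stood at rank 57 with a log2 difference of 1.78 (SE 0.39, adjusted p = 0.0565 from limma, n = 6 and 3). Of its 5 clones, 4 passed on their own, with differences from 1.21 to 2.02 over all 5. The other cathepsin genes of Table 1 stood at rank 22 for Ctsc, 71 for Ctsb and 77 for Ctsz. The legumain gene Lgmn stood at rank 13 and the securin gene Pttg1 at rank 140. Table S1 lists 3 clones of Ctsd. The one of lowest P did not pass without invasive replicate 4 (adjusted p = 0.157), without PIN replicate 2 (adjusted p = 0.321) or without PIN replicate 3 (adjusted p = 0.285).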

The cathepsin D gene (*CTSD*) was selected because it was found to be (together with other members of the cathepsin protease family) one of the most strongly induced transcripts in the reactive stroma of the CR2-TAg mouse model and because its stromal expression has been associated with poor prognosis in breast cancer [22].

Securin and cathepsin D expression were assessed by immunohistochemistry in an independent set of 20 prostate, 47 breast, 20 lung, and 11 ovarian cancer samples. Weak perinuclear securin expression was observed in occasional cells in normal prostate and breast epithelium but not in the corresponding stroma (data not shown). An increase in securin expression was observed in both epithelial and stromal cell compartments of late-stage PIN lesions and in breast carcinoma *in situ* (Figure 6A, C). A further increase in staining intensity along with redistribution to both cytoplasm and nucleus were observed in invasive cancer stages (Figure 6B, D), with the highest levels of expression observed in metastatic breast cancer lesions irrespective of location (data not shown). Elevated expression of securin was observed in all malignancies tested, including lung (Figure 6E) and ovarian cancer (Figure 6F). Consistent with the microarray data, securin expression was found to be increased in the stroma of all tumors analyzed compared to normal tissue stroma. Stromal fibroblasts and tumor-infiltrating leukocytes were among the stromal cells that expressed securin (Figure 6A–F, arrowheads).

**Figure 6:**
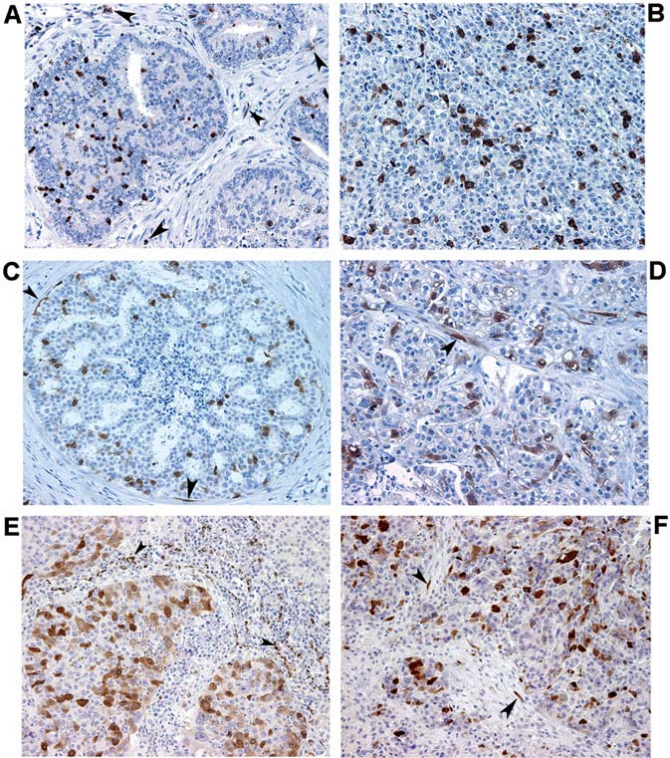
Histological pattern of securin expression in human cancers. Representative images of securin expression in human cancer samples. Securin expression (brown) is observed in tumor and stromal (arrowheads) cells in (A) late-stage PIN and (C) breast carcinoma *in situ* tissue sections. Invasive cancer stages of (B) prostate, (D) breast, (E) lung, and (F) ovarian cancers show strong securin expression by both tumor and stromal (arrowheads) cells. Nuclei were counterstained with haematoxylin. Magnification 200×.

Cathepsin D expression was observed in both epithelial and stromal cells of prostate and breast tumors (Figures 7A, B), whereas normal tissues were largely devoid of anti-cathepsin D antibody staining (data not shown). Large cell lung carcinomas and lung adenocarcinomas displayed predominantly tumor-cell cathepsin D expression and weak stromal expression (Figure 7C, D). Remarkably, small cell lung carcinoma (SCLC) and large cell neuroendocrine lung carcinoma (LCNEC) displayed distinctive cathepsin D expression that was limited to the stromal cell compartment with little or no tumor cell staining (Figure 7E, F). This expression pattern was highly reminiscent of the one observed in the CR2-TAg mouse model.

**Figure 7:**
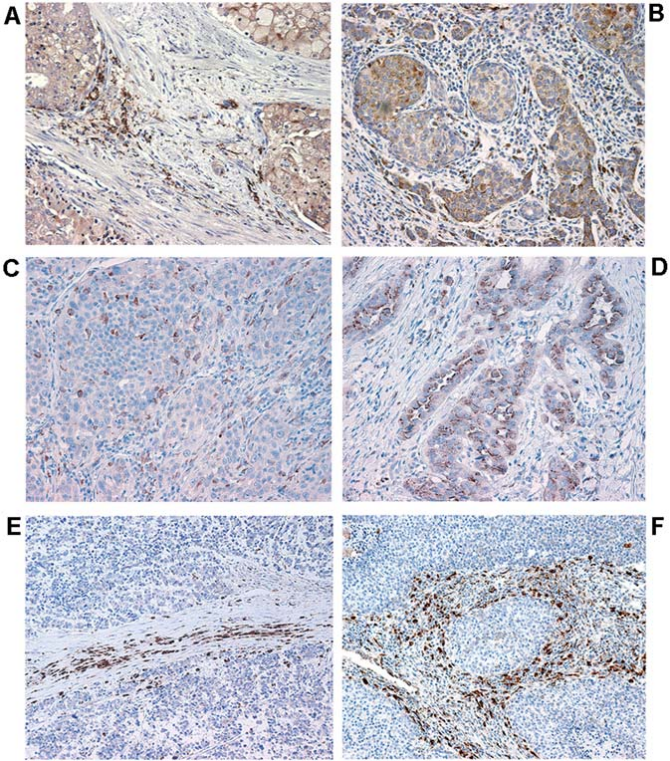
Histological pattern of cathepsin D expression in human cancers. Representative images of cathepsin D expression in human cancer samples. (A) prostate (B) breast cancer showing cathepsin D expression (brown) by tumor and stromal cells; (C) large-cell lung carcinoma and (D) lung adenocarcinoma showing cathepsin D expression by tumor cells and to a lesser extent by stromal cells; (E, F), cathepsin D is almost exclusively expressed by stromal cells in small-cell lung carcinomas (E) and large-cell neuroendocrine carcinomas (F), whereas tumor cells are almost devoid of cathepin D expression. Nuclei were counterstained with haematoxylin. Magnification 200×.

### Stromal cathepsin D expression may influence tumor cell migration and proliferation

Given that stromal cathepsin D expression is observed in a broad spectrum of tumors, we addressed its possible functional implications on tumor cell behavior. We first assessed migration of prostate neuroendocrine tumor cells derived form CR2-TAg mouse tumors (PNEC cells, [23]), in 3D matrigel co-cultures with wt (CTSD^+/+^) or cathepsin D-deficient (CTSD^−/−^) fibroblasts. PNEC cells displayed greater migration when co-cultured with CTSD^+/+^ than with CTSD^−/−^ fibroblasts (Figure 8A). Similar results were obtained using Boyden chamber assays where PNEC cells migrated as a function of the conditioned culture media derived from CTSD^+/+^ or CTSD^−/− ^fibroblasts used as the chemoattractant (data not shown). In addition, treatment of PNEC cells grown on plastic with conditioned media derived from CTSD^+/+^ fibroblasts resulted in increased proliferation (Figure 8B) and a phenotypic change characterized by an elongated neuronal-type morphology (Figure 8C). Conditioned culture medium from CTSD^−/−^ fibroblasts failed to induce these proliferative and morphological changes (Figure 8B, D). However, conditioned culture medium from CTSD−/− fibroblasts transfected with wt CTSD cDNA recapitulated the phenotypic changes of PNEC cells induced by wt fibroblast-derived medium (data not shown), suggesting that stromal cathepsin D expression may influence neuroendocrine tumor cell proliferation and motility.

**Figure 8:**
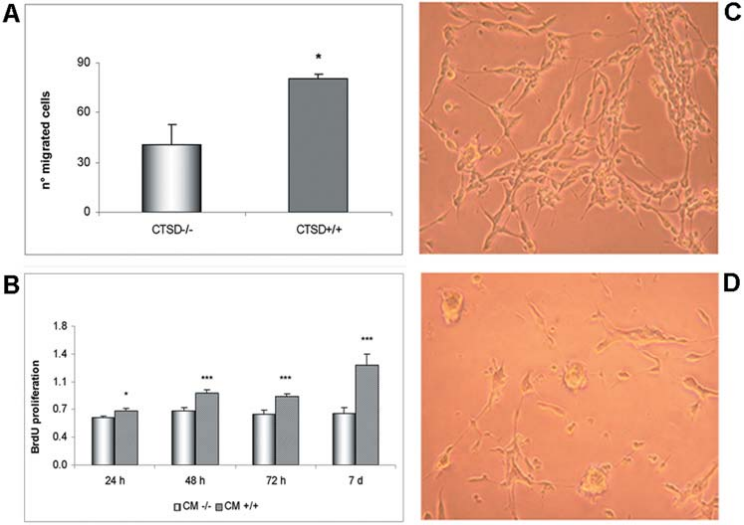
Stromal cathepsin D expression promotes PNEC cell migration and proliferation. (A) Quantification of PNEC cell migration in 3D matrigel co-culture with cathepsin D-deficient (CTSD^−/−^) or wild-type (CTSD^+/+^) fibroblasts after 30h of co-culture; (B) PNEC cell proliferation and (C, D) elongation are increased in the presence of conditioned medium (CM) derived from CTSD^+/+^ fibroblasts (C), compared to CM derived from CTSD^−/−^ fibroblasts (D). Experiments were performed three times, each time in quintuplicate. Representative results are shown. *p<0.05, ***p<0.001, Student t test.

## Discussion

The present work has identified a cross-species relevant stromal gene expression set in response to tumor invasion. 

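Lysosomal and matrix protease genes, tested here as lists that also hold genes of Table 1, lay mostly above 0. The 29 measured genes of lysosomal proteases and hydrolases had a median log2 difference of 0.65 between invasive and PIN stroma, and 25 of them lay above 0 (20 higher and 1 lower when adjusted over the list alone). The 31 genes of matrix metalloproteinases, adamalysins and the plasminogen system, inhibitors and receptors included, had a median of 0.44, with 24 above 0 (14 higher and 2 lower when adjusted over the list alone). On every invasive array the median of each list exceeded that of every PIN array: for the lysosomal list, 0.22 to 0.99 on the 6 invasive arrays against -0.18 to 0.11 on the 3 PIN arrays, and for the other list 0.32 to 0.72 against -0.05 to 0.17. Both lists shifted upward against all other genes (adjusted p = 9.54e-10 and 5.94e-06 from camera). Of the 84 ways to split the arrays, 2 gave a camera p as small for the lysosomal list and 7 for the other. Chance cannot be excluded for the latter. With an estimated correlation the adjusted p was 0.128 for the lysosomal list and 0.0940 for the other. Over the 6 invasive arrays the lysosomal median moved with that of the macrophage markers (r = 0.982, and 0.934 without invasive replicate 3, looked at after the values were seen), and both were lowest on invasive replicate 3, at 0.22 and 0.42. For the other list r was 0.644, and -0.459 without invasive replicate 3. These values do not tell the cell source, because the median of the fibroblast list moved with the macrophage one too (r = 0.946). The number of lysosomal genes that rose was 2 and 4 without PIN replicates 2 and 3 and 16 without invasive replicate 3; of the other list it was 1, 3 and 4 without PIN replicates 2, 3 and 4, 5 without invasive replicate 4 or 5 and 13 without invasive replicate 3.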

Invasive CR2-TAg cancer stroma displayed induction of genes encoding numerous ECM proteins and ECM degrading enzymes, including *ADAMTS4, MMP2, MMP3 CTSB, CTSC, CTSD* and *PLAUR*. The combined substrate specificity of the induced proteolytic enzymes encompasses a broad range of ECM proteins, including collagens, fibronectin, fibrin, laminin and vitronectin, and latent growth factors, including among others, hepatocyte growth factor (HGF), TGF-β, and basic FGF [11], [24], [25]. The gene expression profile of stromal cells associated with tumor progression in CR2-TAg mice is therefore consistent with ECM remodeling functions that may be expected in a robust stromal reaction to processes ranging from mechanical tissue injury to tumor growth.

Stromal reaction to invasive tumor growth is widely believed to support tumor progression by providing growth factors, cytokines and ECM components that promote tumor cell survival, proliferation and migration [1], [3]. As such, at least some of the genes implicated in orchestrating stromal responses to tumor invasion should predict tumor evolution. Consistent with this notion, the gene expression signature identified in the present study bears a powerful prognostic value for human prostate and breast cancer, both of which are associated with a robust stromal response. However, its applicability to human cancers associated with a stromal reaction was not universal and could not predict the outcome of gastric and lung carcinoma. There are several possible explanations for this observation. First, a stromal response and the corresponding tissue remodeling are complex processes that comprise a broad range of cellular and molecular events and that may differ among tumor types, partly because of tumor characteristics and partly because of variability in host tissue properties from one organ to another. Thus, the stromal reaction typically associated with prostate and particularly breast cancer is rich in fibroblasts, myofibroblasts and ECM proteins, resembling that observed in the CR2-TAg model. Cancers that generate ulcerating lesions, such as gastric carcinoma, on the other hand, may be expected to induce a stromal reaction with a more prominent inflammatory component, characterized by an abundant leukocytic infiltrate and angiogenesis. It appears likely that these two types of stromal reaction display different gene expression signatures, each one having potential prognostic relevance to the type of cancer it is associated with. Second, the use of different technical approaches, including different types of microarrays containing non-identical gene sets relevant to the stroma and corresponding annotations, may, at least in part account for the apparent absence of signature consistency between studies [16], [26]. Third, most human tumor profiling studies have been conducted on bulk tumor tissue, such that it is impossible to know the relative representation of the stromal component which may vary significantly among samples, obscuring the emergence of a consensus signature. Clearly, substantial work will be required to generate and compare gene expression profiles of host responses to different tumor types using standardized technical approaches. However, candidate stromal gene expression signatures that are relevant to tumor progression may already emerge by comparing results of studies such as ours to those that have addressed the potential relevance to cancer of stromal cell gene expression profiles in a variety of pathophysiological conditions, including proliferative fibroblastic disorders and injury-associated tissue repair.

A recent study identified a set of genes whose expression pattern distinguished two proliferative fibroblastic disorders from each other, solitary fibrous tumors (SFT) and desmoid-type fibromatoses (DTF), and demonstrated that expression of this gene set was able to define two groups of breast carcinoma patients that differed significantly in overall survival [27]. 

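All 15 mouse genes that Table S9 shares with the desmoid-type fibromatosis set passed on these arrays, and in 14 of them every invasive array lay above every PIN array. The cytoskeletal filament gene Septin11 was 4.53-fold higher in invasive cancer stroma (log2 difference 2.18, SE 0.30, adjusted p = 0.00956 from limma, n = 6 and 3), and the non-muscle myosin gene Myh9 3.49-fold (1.80, SE 0.27, adjusted p = 0.0167). The ubiquitin ligase gene Rnf144a was 2.48-fold higher (1.31, SE 0.24, adjusted p = 0.0393), the immune checkpoint gene Cd276 2.04-fold (1.03, SE 0.25, adjusted p = 0.0961) and the Golgi membrane gene Golm1 1.87-fold (0.90, SE 0.22, adjusted p = 0.0999). Vmp1, a gene of autophagy, had a difference of 1.51 (SE 0.36, adjusted p = 0.0961) on its clone of lowest P and of 0.54 (adjusted p = 0.238) over its 2 clones. These genes come from the higher part of Table S1, so their direction on the same samples is not independent evidence. The number passing was 7 without PIN replicate 2 and 10 without PIN replicate 3, and 11 to 15 without any other array.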

Cross-study comparison between our set of “stroma up” genes and the “DTF genes” revealed 15 common transcripts (Table S9). Among genes common to the two signatures are several ECM components and ECM degrading enzymes, including COL1A2, COL3A1, BGN, MPAF2 and CTSC. By contrast, comparison to the “SFT gene set” of the same study did not yield significant overlap, as was the case for comparison of the “stroma down” genes to both the DTF and SFT gene sets. These observations suggest that the “stroma up” genes are more likely to be found in DTFs, known to be locally more aggressive and to have a higher degree of recurrence than SFTs.

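The collagen gene Col1a2, one chain of the main fibrillar collagen, was 6.98-fold higher in invasive cancer stroma, at a log2 ratio of 2.60 ± 0.75 (SD, n = 6) against -0.20 ± 0.60 (SD, n = 3) in PIN stroma (difference 2.80, SE 0.42, adjusted p = 0.0155 from limma). Its 3 clones ranged from 0.21 to 2.80, with a mean difference of 1.55 (adjusted p = 0.0458). Mfap2, a microfibril component of elastic fibers, was 2.78-fold higher (1.48, SE 0.26, adjusted p = 0.0305), at 1.59 ± 0.40 (SD, n = 6) against 0.11 ± 0.09 (SD, n = 3). The 4 clones of Col3a1 ranged from 0.20 to 2.65, and those of Ctsc from 1.45 to 2.78. The call of Col1a2 held without any 1 array, with adjusted p = 0.0845 without PIN replicate 2.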

A study focusing on the gene expression program in cultured primary fibroblasts in response to serum, believed to reflect the functional role of fibroblasts in wound healing, found that the “wound-response signature” was coordinately regulated in many human tumors and was a powerful predictor of the clinical course in several carcinomas [28], [29]. However, the overlap between the gene sets of this study and ours was limited to 8 genes (Table S9). This could be attributed, at least in part, to differences in experimental design, since Chang et al. addressed the effect of serum on in vitro cultured fibroblasts whereas we analyzed the stromal reaction to tumor progression in vivo, which implicates the contribution of several other components of the tumor microenvironment, including leukocyte infiltration, ECM deposition, and angiogenesis.

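Of the 7 genes of this overlap that could be followed on these arrays, 6 rose in invasive cancer stroma, and in all 7 the invasive arrays lay above the PIN arrays. The endocytic adaptor gene Dab2 was 7.12-fold higher (log2 difference 2.83, SE 0.57, adjusted p = 0.0556 from limma, n = 6 and 3), and the iron exporter gene Slc40a1 5.46-fold (2.45, SE 0.33, adjusted p = 0.00874). The spindle gene Tacc3 was 3.09-fold higher (1.63, SE 0.31, adjusted p = 0.0468) on its clone of lowest P, with 0.80 (adjusted p = 0.103) over its 3 clones. The dynein light chain gene Dynlt1b was 2.93-fold higher (1.55, SE 0.31, adjusted p = 0.0528), and Dbf4, which activates a kinase of replication origins, 2.04-fold (1.03, SE 0.28, adjusted p = 0.144), with 2 of its 4 clones passing and a mean of 0.76. The condensin gene Smc4 had a difference of 0.76 (SE 0.25, adjusted p = 0.229) and did not pass; over its 3 clones the difference was 0.60 (adjusted p = 0.148 among genes). The genes were chosen on these samples and are not independent evidence. The number passing was 2 without PIN replicate 2 or 3, 4 without PIN replicate 4 and 5 or 6 without any invasive array.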

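Most markers of macrophages and some of endothelium were higher in invasive cancer stroma, and no lymphocyte marker passed. Of 15 measured genes of macrophages and other myeloid cells, 11 were higher and none was lower at an adjusted p under 0.15 from limma (14 higher when adjusted over the list alone), with a median log2 difference of 1.82. Of 17 endothelial genes, 6 were higher and none was lower (10 higher when adjusted over the list alone), with a median of 1.01; the Notch ligand gene Dll4 was 2.72-fold higher (1.44, SE 0.20, adjusted p = 0.00755), Gpihbp1, a lipase anchor of capillaries, 4.85-fold (2.28, SE 0.43, adjusted p = 0.0366) and the endomucin gene Emcn 3.64-fold (1.86, SE 0.37, adjusted p = 0.0431). Pecam1 (0.27, adjusted p = 0.516) and Cdh5 (0.90, adjusted p = 0.205) are among the 11 that did not pass as means of their clones. Of 4 lymphocyte genes on the array none passed, also when adjusted over the list alone, and the 2 of smallest p were Il7r (0.50, SE 0.43, adjusted p = 0.659) and Ltb (0.38, SE 0.37, adjusted p = 0.701). The macrophage and endothelial lists shifted upward against all other genes (adjusted p = 6.75e-15 and 1.94e-08 from camera), with adjusted p = 0.0940 for both with an estimated correlation, and the lymphocyte list did not pass (adjusted p = 0.583). The lists are not independent of Table S1, which was chosen on these samples. In it 9 macrophage and 7 endothelial genes have a clone. Of the higher genes, 2 macrophage genes and 1 endothelial gene have none. Invasive replicate 3 had a macrophage median of 0.42 and an endothelial median of 0.32, against 1.59 to 2.56 and 0.82 to 1.25 on the other 5 invasive arrays. Over the 6 invasive arrays the endothelial median moved with the macrophage median (r = 0.928, and 0.691 without invasive replicate 3, looked at after the values were seen). The 11 higher macrophage genes became 4 and 6 without PIN replicates 2 and 3, and the 6 endothelial genes became 3 without PIN replicate 2 or 3 and 9 without invasive replicate 3; without invasive replicate 3 and PIN replicate 4 together, a choice made after the values were seen, 1459 clones passed in all.

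**Figure D2:**
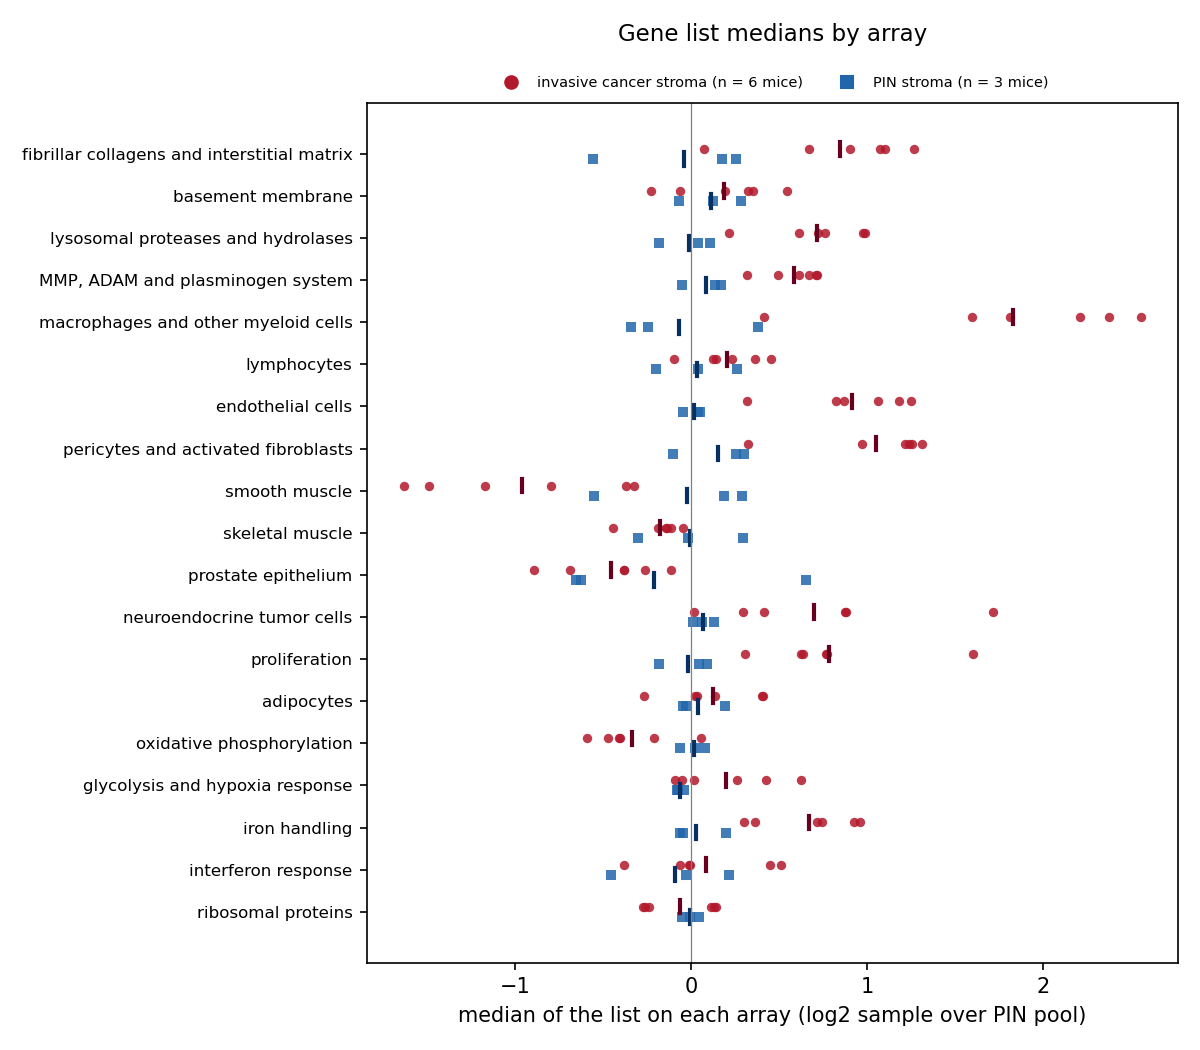
Median log2 ratio of sample over PIN pool (horizontal axis) over the measured genes of 19 gene lists. Circles are the 6 invasive cancer arrays, squares the 3 PIN arrays and bars the group means. The macrophage medians of the invasive arrays run from 0.42 to 2.56 and those of the PIN arrays from -0.34 to 0.38.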

A third study used serial analysis of gene expression (SAGE) to assess the expression profiles of the epithelial and stromal cell populations of malignant breast tissue [30]. Comparison of these transcripts with the ones identified in the present work revealed several genes that were shared between our study and their “myoepithelial cell, myofibroblasts” and “stroma” SAGE libraries, including ADFP, ANXA1, BGN, CCL4, COL1A2, COL3A1, CXCR4, LAPTM5, MMP2, MT2A, SERPINF1, TMSB10 and TRA1 (Table S9).

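Of the 13 genes compared with the breast tissue libraries, 12 rose in invasive cancer stroma and 1 did not pass. Plin2 (also called ADFP), which coats lipid droplets, was 3.97-fold higher (log2 difference 1.99, SE 0.38, adjusted p = 0.0468 from limma, n = 6 and 3), the metallothionein gene Mt2 3.53-fold (1.82, SE 0.45, adjusted p = 0.101) and Anxa1, an annexin that restrains inflammation, 2.96-fold (1.56, SE 0.37, adjusted p = 0.0961). Laptm5, a lysosomal membrane gene of blood cells, was 2.79-fold higher (1.48, SE 0.36, adjusted p = 0.0999), the actin-sequestering gene Tmsb10 2.55-fold (1.35, SE 0.21, adjusted p = 0.0188) and the chaperone gene Hsp90b1 (also called TRA1) 1.86-fold (0.90, SE 0.23, adjusted p = 0.126). Cxcr4, the receptor of a chemokine that stromal cells secrete, had a difference of -0.70 (SE 0.24, adjusted p = 0.249) on the clone of Table S1. Its other clone had a difference of 0.74, and the mean of both was 0.02 (adjusted p = 0.974). The genes were chosen on these samples and are not independent evidence. The number passing was 5 without PIN replicate 2 or 3, 6 without PIN replicate 4 or invasive replicate 4, 7 without invasive replicate 2 or 5 and 8 without invasive replicate 6.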

It is noteworthy that two of the genes that were found to predict poor survival of prostate and breast cancer patients in the present study (*PTTG1* and *COL1A2*), form part of a 17-gene signature associated with metastases [15]. Expression of the *PTTG1* gene was among the most significant components within the prognostic gene expression signature in prostate and breast carcinoma. Its expression in the tumor cell compartment of prostate and breast cancer samples and its increase with the degree of tumor progression were consistent with its implication in tumor development [31]. Surprisingly, whereas most studies have reported its expression to be confined to the tumor cell compartment, we observed securin expression in both the tumoral and stromal compartments of invasive cancers. Elucidation of the role of securin in the tumor stroma will be of interest. It is attractive to speculate, for example, that securin-positive stromal cells reflect an active state that may contribute to tumor progression.

Another unexpected observation of the present work was the robust induction of cathepsins B, C, D and Z, in the invasive CR2-TAg cancer stroma mimicking the almost exclusively stromal cathepsin D expression pattern in human SCLC and LCNEC. 

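The rise of the 4 cathepsin genes was seen on all 6 invasive arrays, though by different amounts. For Ctsb the invasive arrays ran from 0.93 to 2.60 and the PIN arrays from -0.07 to 0.49 on the log2 scale. For Ctsc they ran from 0.78 to 3.00 against -0.79 to 0.25, for Ctsd from 0.49 to 2.56 against -0.40 to 0.46, and for Ctsz from 0.79 to 2.00 against -0.47 to 0.14. No invasive array fell within the PIN range for any of the 4 genes. The lowest of the invasive arrays was replicate 3 each time, and for Ctsd it lay close to the highest PIN array.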

Cathepsins have recently been shown to be upregulated in multistage pancreatic islet cell tumor model where they contributed to invasive tumor growth [32], [33]. They have also been suggested to participate in the progression of a variety of human cancers [34], [35] and their expression in breast cancer stroma has been shown to correlate with poor prognosis [22]. These findings are consistent with our present observations and reports by others that cathepsin D has mitogenic properties in tumor cells and fibroblasts [36]. Although the functional importance of stromal-derived cathepsins in tumor progression has yet to be fully elucidated, the stroma is known to provide MMP-mediated proteolysis in a variety of tumor models and some human cancers [9]. It is conceivable that in at least some tumor types cathepsins may function in an analogous manner.

Recent work by others has shown that cancer genes identified in mouse models can be used to probe human malignancies and to identify genes implicated in human cancer development and progression [37]–[40]. Our observations demonstrate the feasibility of using a mouse tumor model to identify a stromal gene expression set associated with tumor progression that is not only present in human prostate and breast cancer but that can predict the outcome of both malignancies. Several of the genes within the set identified in the present study have been associated with poor prognosis, recurrence and metastatic proclivity of several human tumors and their precise role in promoting tumor progression can now be assessed.

## Materials and Methods

### Animals and sample collection

Mice hemizygous for the CR2-TAg transgene were maintained in a specific pathogen-free facility according to Swiss guidelines for animal experimentation (authorization #1477). Samples (PIN prostates and prostate tumors) were collected from transgenic mice (CR2-TAg) expressing simian virus 40 large T antigen (SV40 TAg) in prostatic neuroendocrine cells under regulatory elements from the cryptidin-2 gene (*Defcr2*), described earlier [17], [18]. For the present study, prostate bearing early PIN lesions and invasive tumors with lung and liver metastases were collected from 10- and 24-week old mice, respectively. Tissues were isolated in RNase free conditions, snap-frozen in liquid nitrogen and stored at −80°C until use.

### Laser capture microdissection

LCM slides of prostate tissue from 10- and 24-week old mice bearing PIN lesions (n = 4 mice) and invasive cancer (n = 6 mice), respectively, were prepared from serial 8-µm-thick frozen tissues sections placed on a polyvinyl nuclease free membrane (Molecular Machines&Industries, Glattbrugg, CH). Tissue sections were fixed in ethanol 70% (30 sec), stained with haematoxylin and eosin (15 sec each), dehydrated in graded ethanol, treated with xylene and air-dried in a sterile laminar flow hood. Slides were microdissected immediately following staining using a µCut Laser Microdissection system (Nikon Eclipse TE200). All steps and solutions were performed under RNase free conditions. Generally, 1000–5000 cells were microdissected for subsequent RNA extraction. Microdissected stromal regions were within 0–100 µm and 0–300 µm from the epithelial compartment in the PIN and invasive-cancer tissue sections, respectively. All samples were subjected to histological examination prior to microdissection.

### RNA extraction, amplification and microarray analysis

Total RNA was extracted immediately following microdissection using the PicoPure RNA isolation kit (Arcturus, Mountain View, CA, www.arctur.com), according to the manufacturer's instructions. RNA was quantified using NanoDrop spectrophotometer (NanoDrop Technologies, Wilmington, Delaware, USA), and the concentration ranged between 10–50 ng/sample. RNA quality was assessed using the RNA 6000 Pico Assay Kit (Agilent). Only good quality RNA was subjected to two rounds of linear amplification using the RiboAmp™ RNA Amplification kit (Arcturus), according to the manufacturer's instructions, and aRNA was quantified using RNA 6000 Nano Assay Kit (Agilent). Labeled cDNA was obtained by reverse transcription of 5 μg of aRNA and incorporation of Cy3-dCTP and Cy5-dCTP (Amersham Biosciences, Amersham, UK). Microarrays containing 17,000 spotted cDNA clones were obtained from the Lausanne DNA Array Facility (http://www.unil.ch/dafl) and expression analysis performed using the NIA 17k clone set ([41] http://intranet.isrec.isb-sib.ch/microarrays/arrays_users.html). Hybridization of labeled cDNA to microarrays was performed for 16 h at 64°C in a humidified chamber (Corning Costar, Cambridge, MA). Microarrays were imaged using the ScanArray 4000 scanner (Perkin Elmer, Foster City, CA); Cy3 and Cy5 fluorescence intensities were extracted using the ScanAlyze software (http://rana.lbl.gov/EisenSoftware.htm). Gene expression was quantified with the SMA package using print tip group lowess normalization without background subtraction [42], [43]. For each array and each clone log2 ratios (M values) and the average log2 intensities (A value) of Cy3 and Cy5 signals were thus obtained. Intensity values produced by the image analysis software ScanAlyze as well as normalized gene expression data for all slides are available at GEO, accession number GSE5945.

### Experimental design and statistical analysis

For the identification of differentially expressed genes between stroma microdissected from the PIN- and invasive-cancer stages, samples from 10 mice, 6 with invasive cancer and 4 with PIN, were analyzed. The common reference (control) for all 10 samples was provided by pooled mRNA from the 4 PIN samples. In each of the 10 microarrays the control RNA (pooled from 4 PIN samples) was labeled with Cy3 and the test RNA (derived from each PIN lesion and invasive carcinoma) with Cy5. Log-ratios of the mRNA abundance for each clone were analyzed with a standard two-tailed, two-sample t-test to identify differentially expressed clones. To control the rate of false positives while taking into account the issue of multiple testing we used the Benjamini-Hochberg [44] method to produce lists of differentially expressed clones with a controlled false discovery rate (FDR).

### Functional analysis of differentially expressed genes

The lists of differentially expressed clones obtained as described above were analyzed from the point of view of functional annotation by searching for statistically overrepresented Gene Ontology (GO) annotations [45]. This analysis was performed separately for induced and repressed clones. Since GO terms are attributed to genes rather than to clones, the lists of differentially expressed clones were first translated into lists of genes (identified by Ensembl gene IDs [46]) using the Refseq ID, the gene symbols reported for each clone in the annotation of the microarray, and the correspondence between Refseq IDs, gene symbols and Ensembl IDs given by the Ensmart tool for browsing Ensembl. The lists of genes were in general shorter than the original lists of clones both because multiple clones were associated with the same gene and because clones that could not be associated with any gene were present. Gene Ontology annotations for all the genes associated with at least one clone spotted on the microarray were downloaded using ENSMART [47]. We then tested the lists of induced and repressed genes for overrepresentation of GO terms by applying the exact Fisher's test.

### Survival analysis of publicly available data

Gene expression and survival data for a cohort of prostate cancer patients was kindly provided by William Gerald [13]. Publicly available gene expression data for cohorts of breast cancer [14], lung cancer [19], gastric cancer [20], and renal cell carcinoma (RCC) [21] patients were obtained on-line together with corresponding survival data. When raw Affymetrix data were available (prostate and lung cancer) we applied the RMA algorithm {rma} to obtain gene expression data. In the other cases (breast, gastric cancer and renal cell carcinoma) we used the expression data provided by the authors. Unsupervised hierarchical clustering of the patients was performed using Pearson correlation coefficient to define dissimilarity between patient expression profiles, obtaining two clusters of patients in each case. The statistical significance of differences in survival probability between the two clusters was computed with the log-rank test. Univariate Cox analysis was performed to determine significant correlations between the expression profile of each individual gene represented on the chips and survival time. These analyses were performed using R {r} and the Bioconductor suite {biocond}.

### Real-time quantitative reverse transcription-PCR

cDNA was obtained using an Moloney murine leukemia virus reverse transcriptase and RNase H minus (Promega, Madison, WI). 50 ng of template total RNA were used per reaction. Real-time PCR amplification was done using a Taqman Universal PCR mastermix in an ABI Prism 7700 instrument (Applied Biosystems, Foster City, CA). Relative quantitation of target, normalized with an endogenous control (18s rRNA and GAPDH) was done using a comparative (Ct) method according to the manufacturer's instructions. Assays-on-Demand probes and primer mix (Applied Biosystems) were commercially available for MMP3 (Mm00440295_m1), CTSD (Mm00515587_m1), CTSC (Mm00515580_m1), IGFBP3 (Mm00515156_m1), eukaryotic 18S rRNA (Hs99999901_s1), and were designed using Primer Design program (Applied Biosystems) for PTTG1, BIRC5, PDGFRB, LGMN, GRB14, TPD52L1, PINK1. The sequences of the forward and reverse primers are provided in the supplemental materials and methods.

### Cell lines and proliferation assay

Prostate neuroendocrine cancer cells (PNEC) were previously described [23] and cultured in 75 cm^2^ Costar flasks coated with high molecular weight poly-L-lysine (0.1 mg/mL, P1274 Sigma), and laminin (2 µg/cm^2^, L2020, Sigma), in DMEM/F12 medium (Sigma) supplemented with 10% FBS, 1% non-essential amino acids (NEAA, Gibco), B27 serum supplement (17504-044, Invitrogen), 5 ng/ml EGF (354001, BDBiosciences) and 5 ng/ml bFGF (F5392, Sigma). Cathepsin D deficient (CTSD^−/−^) and wild-type fibroblasts (CTSD^+/+^) [36] were cultured in DMEM medium supplemented with 10% FBS and 1% NEAA. Conditioned medium (CM) was prepared using 80% confluent fibroblasts cultures in DMEM without FBS for 48 h. After collection, the CM was centrifuged at 800 g for 10 min, aliquoted and stored at −80°C if not immediately used.

For the proliferation assay, PNECs were trypsinized, counted and plated in 96-well plates (Costar) at 15 000 cells/100 µl medium/well. Medium was removed 24 h after plating, the cells washed once with PBS and incubated with the corresponding conditioned medium (100 µl/well) for 24–96 h. Cell proliferation was assessed using BrdU Cell proliferation ELISA assay kit (cat. 11 647 229 001, Roche) according to the manufacturer's instructions. Absorbance was measured using an ELISA plate reader at 410 nm with background subtraction at 492 nm.

### Immunohistochemistry

Paraffin-embedded tissue sections (4-µm thick) were deparaffinized and hydrated according to standard procedures. Endogenous peroxidase was quenched with 1% hydrogen peroxide for 15 min. Sections were subjected to antigen retrieval by boiling in citrate buffer (10 mM, pH 6.0) or EDTA (1 mM, pH 7.5) for 15 min, cooled, washed, and incubated with avidin/biotin blocking solutions to quench the endogenous biotin. Frozen 4-µm thick tissue sections were acetone-fixed and rehydrated prior to immunostaining and blocked for non-specific binding with 1% bovine serum albumin (Fluka). For single antibody staining, individual sections were incubated with primary antibodies (diluted as indicated below) for 40 min at room temperature (anti-SV40 and anti-securin antibodies were incubated overnight at 4°C). For double antibody staining, sections were incubated with the two antibodies in two serial steps. Sections were then processed using standard avidin–biotin immunohistochemical techniques according to the manufacturer's recommendations (Vector Laboratories, Burlingame, CA). Diaminobenzidine (DAB) was used as a chromogen for the single antibody staining, together with 5-bromo-4-chloro-3-indolyl phosphatase (BCIP/NBT) or Fast Blue for the double antibody staining.

The antibodies were purchased as follows: biotin conjugated anti-mouse Cathepsin D (BAF1029, 50 µg/ml, dil.1∶5), anti-mouse Cathepsin B (AF965, 100 µg/ml, dil.1∶10), and anti-Cathepsin X/Z/P (AF1033, 100 µg/ml, dil.1∶5), all from R&D Systems (San Diego, CA, USA); biotin conjugated anti-SV40 large T, small T antigen (cat. 554151, 0.1 mg, BD Pharmingen, dil. 1∶20); biotinylated anti-vimentin Ab-2 Clone V9 (MS-129-P1, 200 µg/ml, Neo Markers, Lab Vision Corporation, USA, dil.1∶50); anti-actin smooth muscle (Abcam Ltd, Cambridge, UK, dil.1∶50); mouse anti human securin (PTTG1) (ab3305, 0.2 mg/ml, Abcam, dil.1∶50); ECL streptavidin-HRP (from Amersham Biosciences); streptavidin-AP (Roche Applied Science); polyclonal rabbit anti-goat immunoglobulins/HRP, goat anti-rabbit immunoglobulins HRP, and BCIP/NBT substrate system (DakoCytomation); DAB tablets and Fast Blue BB salt (Sigma). For routine histopathological examination, 4-µm-thick frozen tissue sections were H&E stained according to standard procedures.

## Supporting Information

Figure S1. Example of laser-microdissected stroma. Example of laser-microdissected (LCM) stroma from tumor sections derived from 24-week old animals. (A) H&E-stained tissue section prior to LCM; (B) after LCM; (C) the remaining tissue section after the dissected stroma had been removed; (D) the microdissected stroma (measuring 300x1000μm). The sections were 8 μm thick, magnification 200x.
(1.69 MB TIF) Click here for additional data file.

Figure S2. Immunohistochemical validation of cathepsin expression in CR2-TAg tissue sections. Immunohistochemical validation of (A) cathepsin B and (B) cathepsin Z expression (brown) showing almost exclusive stromal cell expression on sections derived from 24-week old CR2-TAg mice. Note that only occasional tumor cells within the same sections are stained for cathepsin B or Z; (C) cathepsin D (brown) is found to be expressed by epithelial, but not by stromal cells (arrowheads), on PIN sections derived from 10 week-old CR2-TAg mice. Nuclei were counterstained with haematoxylin. Magnification 200x.
(2.44 MB TIF) Click here for additional data file.

Figure S3. "Stroma down" genes do not predict the survival of prostate and breast cancer patients. Kaplan-Meier survival analysis of (A) prostate and (B,C) breast cancer patients using "stroma down" genes. Note that the two groups of patients are not significantly different in the overall survival/recurrence-free and metastasis-free time (p>0.05).
(0.19 MB TIF) Click here for additional data file.

Table S1. Differentially expressed clones identified by microarray analysis. List of differentially expressed clones between stroma microdissected from PIN and invasive-prostate cancers of CR2-TAg mice. The columns "M" and "STD M" contain mean and standard deviations of the log2 value of the expression ratio for the six invasive cancer samples; the next two columns refer to the four PIN samples. A pool of the four PIN samples was used as the reference for all 10 chips. The columns "t" and "P-value" give the statistical and the P-value for the two-sample, two-tailed t-test. M is the difference between the average logarithmic expression level for invasive cancer stroma (6 samples), and the average logarithmic expression level for PIN stroma (4 samples, used as the common reference). The logarithmic expression level is defined as the log2 of the expression ratio between each sample and the common reference.
(0.11 MB XLS) Click here for additional data file.

Table S2. Functional Gene Ontology A list of ENSEMBL ids associated with the clones listed in Table S1 was generated using the ENSMART tool, which was also used to download the Gene Ontology annotation terms associated with each gene. The analysis was performed separately for "stroma up" and "stroma down" genes. "Genome_occurrences" indicates the number of genes represented in the chip and annotated to the GO term; "set_size" indicates the number of differentially expressed genes; "set_occurrences" indicates the number of genes annotated to the GO term among the differentially expressed ones; "expected_occurrences" indicates the number expected by chance alone; "p_value" indicates the P-value of Fisher's exact test; "cutoff" indicates the cutoff on such p-values derived from the simulation and corresponding to a 95% confidence level.
(0.09 MB XLS) Click here for additional data file.

Table S3. Correspondence list between differentially expressed clones (0.10 MB XLS) Click here for additional data file.

Table S4. Univariate cox analysis of clones used in the prostate cancer study. List of clones obtained using univariate cox analysis of "stroma up" and "stroma down" genes presented in Table S3, mapped to the prostate cancer data set [13]. The expression level of each gene was correlated with patient survival, resulting in the z value that indicates the strength of the correlation. Only genes having z values>1.96 or <-1.96, (p<0.05), were considered to be statistically significantly associated with patient survival. Positive values of z>1.96 indicate that overexpression of the gene is statistically associated with poor prognosis while negative values of z<-1.96 are statistically indicative of good prognosis. Genes are ordered according to decreasing z values.
(0.10 MB XLS) Click here for additional data file.

Table S5. Univariate cox analysis of clones used in the breast cancer study. List of clones obtained using univariate cox analysis of "stroma up" and "stroma down" genes presented in Table S3, mapped to the breast cancer data set [14].
(0.08 MB XLS) Click here for additional data file.

Table S6. Univariate cox analysis of clones used in the lung cancer study. List of clones obtained using univariate cox analysis of "stroma up" genes presented in Table S3, mapped to the lung cancer data set [19].
(0.05 MB XLS) Click here for additional data file.

Table S7. Univariate cox analysis of clones used in the gastric cancer study. List of clones obtained using univariate cox analysis of "stroma up" genes presented in Table S3, mapped to the gastric cancer data set [20].
(0.09 MB XLS) Click here for additional data file.

Table S8. Univariate cox analysis of clones used in the renal cell carcinoma study. List of clones obtained using univariate cox analysis of "stroma up" genes presented in Table S3, mapped to the renal cell carcinoma data set [21].
(0.09 MB XLS) Click here for additional data file.

Table S9. List of common genes obtained by cross-study comparisons between our study ("stroma up" genes) and: "DTF genes" [27], the "wound-response signature" [28], and the "fibroblasts/myofibroblasts lists" [30].
(0.02 MB XLS) Click here for additional data file.

Materials and Methods S1. Supplemental materials and methods. (0.03 MB DOC) Click here for additional data file.

# Supplementary material for: A Mouse Stromal Response to Tumor Invasion Predicts Prostate and Breast Cancer Patient Survival
**Source:** PLoS One. 2006 Dec 20;1(1):e32. doi: 10.1371/journal.pone.0000032
**Supplement:** Materials and Methods S1. Supplemental materials and methods. — (0.03 MB DOC)

**Supplemental materials and methods**

*Sequence of the forward and reverse primers used for quantitative real-time RT PCR*

**PTTG1** forward primer: 5’-AAGCCTATGAAGACTGGCAAACC-3’

reverse primer: 5’-GCAGGAACAGAGCTTTGTGTCTTA-3’

**BIRC5**  forward primer: 5’-AGATCTGGCAGCTGTACCTCAAG-3’

reverse primer: 5’- GGAGTGCTTTCTATGCTCCTCTTC-3’

**PDGFRB**  forward primer: 5’-AGCTCACGGTCTGAGCCATT-3’

reverse primer: 5’- GCTCGGACATTAAGGCTTGCT-3’

**LGMN**  forward primer: 5’-GCAAGCACTGGGTGGTGATT-3’

reverse primer: 5’- CCCGTTCCGGTGGATGA-3’

**GRB14**  forward primer: 5’-TCCCAGGGCCAATTCAAG-3’

reverse primer: 5’- CATCTCGGGCTGTGATGTCA-3’

**TPD52L1** forward primer: 5’-CTCGGCATGAATCTGATGAATG-3’

reverse primer: 5’- TGGCAGTTCCCACGTTATTG-3’

reverse primer: 5’- GCAGCACATTTGCAGCTAAGC-3’

*Cloning, retrovirus generation and target cell infection*

A cDNA clone encoding the mouse cathepsin D was amplified using primers 5’-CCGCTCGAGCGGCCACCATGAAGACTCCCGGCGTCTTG-3’ (Fw) and 5’ GGAATTCCTTAGAGTACGACAGCATTG-3’ (Rev), from mouse fibroblasts by RT-PCR using Super Script one-step RT-PCR kit (Invitrogen, Carlsbad, CA) under the following conditions: one cycle at 50°C for 30 minutes and 94°C for 2 minutes followed by 35 cycles of 94°C for 45 seconds, 55°C for 45 seconds, and 72°C for 2 minutes and a final extension at 72°C for 10 minutes. The amplified fragment was digested with XhoI and EcoRI and inserted into the pMSCV puro resistance retroviral expression vectors (BD Biosciences Clontech, Palo Alto, CA). The plasmid was sequenced to verify the presence and integrity of cDNA encoding the mouse cathepsin D. Expression in CTSD-/- fibroblasts was achieved using the Retroviral Gene Transfer and Expression (BD Biosciences Clontech), according to the manufacturer's instructions, and tested by western blot analysis using the biotinylated anti-mouse cathepsin D antibody as described below (San Diego, CA, USA). The infected cells were selected with 1 µg/mL puromycin for a maximum of 14 days, and bulk cultures of resistant cells were used.

*Isolation of fibroblasts and western blot analysis*

Fibroblasts were obtained from prostate tissue of four independent PIN and invasive-cancer bearing mice (10- and 24-weeks old, respectively). Tissues were isolated and manually processed under sterile conditions in PBS supplemented with 10% FBS, digested with collagenase VIII (0.1 mg/mL in PBS, Sigma) at 37°C with agitation for 40 minutes. The dissociated tissues were then incubated without shaking for 5 min at room temperature and supernatants filtered to a new tube and centrifuged for 6 minutes at 400 x g. The resulting cellular pellets were resuspended in DMEM containing 10% FBS, 1% P/S and cultured on tissue culture dishes. Confluent fibroblasts cultures were obtained 5 days after tissue dissociation and passaged for 2-3 population doublings within 14 days after tissue dissociation. Fibroblast purity was confirmed by immunofluorescence staining and positivity for vimentin and alpha-smooth muscle actin staining, and absence of SV40 positive tumor-cells and CD45 positive leukocytes (data not shown). Cell lysis, SDS-PAGE, blotting, and immunostaining were done according to standard procedures, and protein bands were detected using a chemiluminescent substrate kit (Amersham Biosciences, Amersham, United Kingdom), according to the manufacturer's recommendations. Biotinylated anti-mouse Cathepsin D (0.2 g/ml), anti-mouse Cathepsin B (1 g/ml) and Cathepsin X/Z/P (0.2 g/ml), were from R&D Systems, secondary antibody was a rabbit-anti-goat horseradish peroxidase (HRP) conjugated (Bio-Rad, Hercules, CA).

*3D matrigel co-culture*

For 3D matrigel co-culture, PNECs and fibroblasts were pre-labeled with CellTracker Red (CMPTX, C-34552), and CellTracker Green (CMFDA, C-2925, both from Molecular probes) fluorescent dyes, respectively, according to the manufacturer’s instructions. 0.125x106 of labelled PNECs were resuspended at 4°C in 0.3 ml of growth factor-depleted Matrigel (4.5 mg/ml, cat. 356231, BD Biosciences), added into one-half of the chamber (Lab-TekII Chamber #1.5 with borosilicate coverglass, Nalge Nunc International), and the Matrigel allowed to solidify for 45 min in an incubator at 37°C. 0.125x106 of labelled fibroblasts (resuspended into growth factor-depleted Matrigel in the same way as PNECs) were then added to the second-half of the chamber and the Matrigel allowed to solidify for a further 45 min. The gels were then covered with DMEM containing 2% FBS and incubated for 30 h at 37°C. Prior to co-culture experiments, migration in 3D gels of the two cell populations was analysed separately and fibroblasts were identified as the non-migrating cell population. Images were acquired using laser scanning confocal microscopy (Zeiss LSM 510 Meta), and results obtained by 3D projection of all acquired scans (usually 80 scans/scanned area, 3 scanned areas/chamber). The total number of migrated PNECs (quantified by counting the red cells within the green fibroblast compartment) was normalized according to a formula where the z axis=1000 m for all acquisitions. Independent experiments were performed three times, each condition in duplicate.

How the deposited data were processed for this re-analysis (not part of the article)

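Stromal RNA of CR2-TAg mouse prostates was measured on 9 two-color arrays of spotted cDNA clones, 6 of invasive cancer stroma (24 weeks of age) and 3 of PIN stroma (10 weeks, replicates 2, 3 and 4), each from 1 mouse. The paper has 4 PIN samples, and the array of the remaining 1 was not analysed here. The authors microdissected the stroma, amplified its RNA, labelled each sample with Cy5 and the pool of the PIN samples with Cy3, and normalized each array by print-tip group lowess without background subtraction. The deposited values are log2 ratios of sample over pool. All arrays have the same dye orientation, and each PIN sample was measured against a pool that contained it, so a dye effect on single clones is shared by both groups and the PIN values may be drawn toward 0 by design.

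Of 17664 rows, 457 held no value and 17163 held a value on all 9 arrays. The platform table gave 1 gene symbol for 12563 rows, several for 412 and none for 4689; rows with several or none were tested as clones and left out of tests of genes. Each of the 396 clones of Table S1 was matched to 1 row by its mean and SD over the 6 invasive arrays. Of 328 matched clones named in both sources, 15 carried different names, and the name of the platform table was used except for genes that the paper names.

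Clones with values on at least 4 invasive and 2 PIN arrays were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, invasive minus PIN, two-sided, Benjamini-Hochberg adjustment), and passed at an adjusted p under 0.15, the false discovery rate of the study, with 0.05 given beside it. Every adjusted p of a clone or gene is from limma. For tests of genes, the clones of a symbol were averaged per array. Genes that the paper names are given for their clone of lowest P in Table S1 and adjusted over all clones; list counts and ranks are adjusted over all genes, and the same gene can pass in only 1 of these fits. Gene lists were tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation, over 8087 genes with a value on all 9 arrays, adjusted over the 20 lists that the study did not choose on these samples, and called at an adjusted p under 0.05. Peptidases, taken by gene symbol, were compared with the other genes by Fisher's exact test. Errors are the standard error (SE) of the difference or the standard deviation (SD) between arrays.

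The lists, the tests and the alternatives were written before the data were examined, but after Table S1 of the paper had been read. The genes named are those the paper names from the mouse arrays, the 10 with the largest difference each way among genes that passed with all 6 invasive arrays on one side, and up to 4 passing members of each list with the smallest p (2 where none passed). Genes outside this rule are marked where they appear. The arrays held 17189 to 17206 values each; spot intensities were not used, so signal over background is not given. The fit was tested on simulated data of 17163 clones with 6 against 3 arrays, where 2 clones passed when none was changed and 0 lists were called. That says little about the list test on the real arrays. There the estimated correlation within a list reached 0.63, and another split of the arrays shifted 18 lists. Alternatives were the methods' t-test, an equal-variance t-test, robust empirical Bayes, array weights, 3 normalizations between arrays, 2 filters, the invasive arrays against 0, a threshold of 0.05, leaving out each array, a replicate block, other ways to combine clones, and other list tests. Scaling between arrays used the median absolute log ratio of each array. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.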

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

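Among the tests in this part, those of tumor cells that leave out invasive replicate 3 were chosen after the array values were seen. So was the reading of invasive replicate 6. The correlations with the macrophage markers were also looked at after the values were seen. In 134 groups of 6 invasive values, Dixon's test found 11 in which 1 array stood far from the others, where chance gives about 1 in 20 (6.7), and all 11 were at invasive replicate 3. It had the lowest median of pericytes and activated fibroblasts (0.32, others 0.97 to 1.31) and of skeletal muscle (-0.44, others -0.19 to -0.05), and the highest of proliferation (1.60, others 0.31 to 0.77). It was lowest for Ctsb (0.93, others 2.02 to 2.60), Lgmn (0.27, others 2.34 to 2.87), Pecam1 (0.17, others 1.63 to 2.28), Vmp1 (0.32, others 1.37 to 1.98), Lyz2 (1.06, others 3.18 to 3.66) and Hmox1 (0.80, others 1.20 to 1.37), and highest for Birc5 (3.17, others 2.02 to 2.29) and Smc4 (1.49, others 0.56 to 0.90).

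Of 60 proliferation genes 24 were higher in invasive cancer stroma and 36 did not pass (adjusted p = 0.128 from camera with an estimated correlation; in 7 of 84 splits the camera p was as small), with the highest median on invasive replicate 3, which also had the highest neuroendocrine median, 1.72. Tumor cells in that dissection alone are argued against as the whole source, since without it the difference of the proliferation medians was still 0.64 (SE 0.12). Tumor cells in several dissections stay open for the invasive arrays as a whole: the neuroendocrine difference minus the proliferation difference was -0.17 (SE 0.15), so the 2 cannot be told apart, and without replicate 3 the neuroendocrine difference was 0.43 (SE 0.17). Of the 16 neuroendocrine genes measured, 2 are on another list and Foxa2 passed (log2 difference 2.50, SE 0.64, adjusted p = 0.0871 from limma). On invasive replicate 6 the neuroendocrine median, 0.019, lay within the PIN range (0.011 to 0.13), with a proliferation median of 0.64. Foxa2 on that array was 0.46, above the PIN arrays (-0.48 to 0.35), so this 1 array does not decide on tumor cells as the source. Dividing stromal cells, age and tumor stage remain open and were not tested.

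Signals outside the genes that the paper discusses were 147 clones that passed here and are not in Table S1, 82 higher and 65 lower. The median log2 difference was -1.11 for smooth muscle, -0.16 for skeletal muscle, 0.56 for neuroendocrine tumor cells, -0.36 for oxidative phosphorylation, 0.25 for glycolysis and hypoxia response and 0.49 for iron handling. Without PIN replicate 2 the skeletal muscle median was -0.077 and the neuroendocrine one 0.37, without PIN replicate 4 the skeletal muscle median was -0.43, and without invasive replicate 5 that of glycolysis and hypoxia was 0.12.

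Genes lower in invasive cancer stroma include muscle genes, and less muscle in the dissected invasive stroma is a candidate explanation. The smooth muscle median, less that of all genes, differed by -0.95 (SE 0.37), and the skeletal muscle median by -0.18 (SE 0.20), so the first lay beyond 2 standard errors and the second did not; the smooth muscle medians overlap, with PIN replicate 4 at -0.55 below invasive replicates 1 (-0.37) and 3 (-0.32). Of the 153 lower genes, 10 are on a muscle list, which hold 26 measured genes, and 143 are on none. Over the 6 invasive arrays the smooth muscle median fell as that of the macrophage markers rose (r = -0.813, and -0.826 without invasive replicate 3). The skeletal muscle median went the other way (r = 0.895, and 0.380 without invasive replicate 3). A smaller share of muscle and lower expression within muscle cannot be told apart, because the share of each cell type was not measured. Age and tumor stage stay open and were not tested.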

How the results depend on the processing

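The settings that leave out invasive replicate 3 and PIN replicate 4 together, or genes of Table 1 or Table S1 from the peptidases, the lysosomal or the metalloproteinase list, were chosen after the values were seen. The count of clones that passed depends strongly on the test and on single arrays, and the cause was not tested. Leaving out arrays and the stricter threshold lower the power by construction. The count still rose from 371 to 571 and 1179 without invasive replicates 1 and 3, which lower power does not explain. In the main test 371 clones passed (261 higher, 110 lower), with 27 Table 1 genes and 57 named genes. The methods' t-test gave 66 (39 and 27), 5 and 15, and the equal-variance t-test 37 (25 and 12), 2 and 9, with an odds ratio of peptidases of 3.36 that did not pass. With the Table 1 genes left out that ratio was 1.87 and did not pass, but these were listed for being higher on these samples, so leaving them out, 10 of the 18 higher peptidases, lowers it by construction and says little about the family. An adjusted p under 0.05 gave 79 (59 and 20), 11 and 26, with an odds ratio of peptidases of 8.26. Array weights gave 2444 (1492 and 952), the invasive arrays against 0 gave 4439 (2348 and 2091), and the setting without invasive replicate 3 and PIN replicate 4 together gave 1459 (899 and 560). The test against 0 does not subtract the PIN values, so a dye effect on single clones, shared by all arrays, does not cancel in it. Leaving out each array in turn, clones ranged from 37 (without PIN replicate 2) to 1179 (without invasive replicate 3), higher clones from 29 to 809, lower clones from 8 to 370, Table 1 genes from 4 to 28, named genes from 12 to 61, shifted lists from 13 to 16, shifted cell types from 6 to 7 and the odds ratio of peptidases from 2.90 to 6.90. Without any 1 array, 21 of 101 named genes that passed kept their call. With an estimated correlation camera called 0 of 20 lists and 0 cell types, against 14 and 6 with the preset one. With that estimate 6 lists had an unadjusted p under 0.05. The test fry called 11 lists, but it asks whether a list changed at all, not whether it shifted against the other genes. Robust empirical Bayes, the 3 normalizations and the 2 filters left each of these counts within 1.5 times.

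The replicate numbers do not pair the samples: arrays of both groups with the same number had deviations with r of -0.138, -0.0492 and -0.0449, and not every array correlated best with its own number. With the number as a block, 37 clones passed (34 higher, 3 lower), with 1 Table 1 gene and 6 named genes. The lymphocyte gene Il7r, which did not pass, changed sign to -0.015 under the block. The medians of 4 lists that were not called, adipocytes, basement membrane, epithelium and ribosomal proteins, crossed 0 under some settings, and the log2 difference of Cxcr4 was -0.70 on its named clone and 0.02 over both clones, where it did not pass either. No called list or other named gene changed direction under the settings run. Spot intensities were not used, and the effect of signal over background was not examined.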

Differences from the paper's values

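In the main test the counts of clones lay within 1.5 times the paper's. The paper gives 396 clones, 256 higher and 140 lower; here 371 passed, 261 higher and 110 lower, at the same false discovery rate but with limma and 3 PIN arrays in place of the methods' t-test and 4. With the methods' t-test on these arrays 66 clones passed, 39 higher and 27 lower, which is over 1.5 times below the paper's counts. The differences of 66 named genes had the sign of Table S1 and lay within 0.22 of it on the log2 scale, with a median of 0.09. This closeness was largely fixed in advance and is not a check. The clones were matched by their invasive mean and SD, so only the PIN array not analysed here could make the values differ.

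Of the 396 clones that the paper calls, 224 passed here. Of the rest, some passed under other settings: 10 under the methods' t-test, 3 under the equal-variance t-test, 6 with robust empirical Bayes, 142 with array weights, 1 with centered, 7 with scaled and 6 with quantile-normalized arrays, and 151 with the invasive arrays against 0. Without invasive replicates 1, 3, 4 and 6 it was 33, 71, 1 and 2, and without PIN replicate 4 it was 1. The same settings also lost calls among the 224: 180 under the methods' t-test, 201 under the equal-variance t-test, 3 with robust empirical Bayes, none with array weights, 6 with centered, 34 with scaled and 49 with quantile-normalized arrays, and 1 with the invasive arrays against 0. With the replicate block 204 were lost, and at an adjusted p under 0.05, 164. Without invasive replicates 1 to 6 in turn 8, 114, 0, 140, 130 and 92 were lost, and without PIN replicates 2, 3 and 4, 197, 179 and 114. Without invasive replicate 3 and PIN replicate 4 together, chosen after seeing the values, 44 of the rest passed and 10 of the 224 were lost. The 151 clones passed in a test that does not subtract the PIN values, so a dye effect on single clones stays in it.

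Of the 66 genes that the paper names, 57 passed and 9 did not: Furin, Usp16, Usp27x, Pink1, Smc4, Nusap1, Tmpo, Idh2 and Cxcr4. With array weights all 9 passed, and with the invasive arrays against 0 all but Usp27x. The test against 0 does not subtract the PIN values, so a dye effect on single clones stays in it. Usp16, Nusap1, Tmpo and Idh2 passed without invasive replicate 1 and also without invasive replicate 3. Nusap1 passed without invasive replicate 6 and with robust empirical Bayes, and Idh2 with scaled and with quantile-normalized arrays. Tested among genes, Usp27x, Pink1, Smc4, Nusap1 and Idh2 passed, with adjusted p from limma of 0.105, 0.144, 0.148, 0.103 and 0.0886. Without invasive replicate 3 and PIN replicate 4 together, chosen after seeing the values, Usp16, Usp27x, Pink1, Nusap1 and Idh2 passed, and 10 of the clones that the paper calls were dropped.

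The paper sets CXCR4 among the genes shared with the breast libraries. On its clone in Table S1 the log2 difference was -0.70 here, with all invasive arrays below the PIN arrays, and on its other clone 0.74. Table S1 itself lists the first clone as lower, also at -0.70, so the value here does not differ from that table.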

Other observations

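Many genes of cell division were higher in invasive cancer stroma: of 60 measured, 24 were higher and none was lower at an adjusted p under 0.15 from limma (49 higher when adjusted over the list alone; adjusted p = 9.24e-22 from camera, 0.128 with an estimated correlation). Ccnb2, a cyclin of mitosis, rose by a log2 of 1.52 (SE 0.33, adjusted p = 0.0512), Cdt1, which licenses replication origins, by 1.43 and the spindle checkpoint gene Bub1b by 0.99. The 24 became 1, 2 and 15 without PIN replicates 2, 3 and 4, and 10, 11, 12 and 14 without invasive replicates 2, 4, 5 and 6. Of 16 neuroendocrine genes 1 was higher (7 higher and 1 lower over the list alone; adjusted p = 0.00877 from camera, 0.299 with an estimated correlation), and none was without PIN replicate 2 or 3 or invasive replicate 4 or 5, 2 were without invasive replicate 1 and 3 without invasive replicate 6. Of 21 epithelial genes the keratin gene Krt7 was higher (1.12, SE 0.34, adjusted p = 0.140), a call that held only without PIN replicate 4 or invasive replicate 3 among the arrays left out, and the list did not shift (adjusted p = 0.0594 from camera). PIN replicate 4 stood apart on it, with a median of 0.65 against -0.65 and -0.62 on PIN replicates 2 and 3, and without it the median difference was no longer below 0 (adjusted p = 0.435). The list did shift, downward, without PIN replicate 2 (adjusted p = 0.00131), PIN replicate 3 (0.00453) or invasive replicate 3 (0.0384) or 5 (0.0452). Of 12 genes of Fig. 5C, chosen on these samples and not independent evidence, 8 were higher: Cbfb, a transcription factor subunit, by 1.85 (SE 0.30, adjusted p = 0.0255), the nuclear import gene Kpna2 by 1.69, Cdk1 by 1.33 and Map4k4 by 1.24 on its named clone (1 of 5 clones passed, mean 0.79, adjusted p = 0.0851), while Nusap1 (1.34, adjusted p = 0.152), Tmpo (0.96, adjusted p = 0.155; mean of 2 clones 0.55), Idh2 (0.86, adjusted p = 0.152) and Smc4 (0.76, adjusted p = 0.229) did not pass. The 8 became 1, 2 and 4 without PIN replicates 2, 3 and 4, 2 without invasive replicate 2 or 4, and 3 and 4 without invasive replicates 5 and 6.

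Some muscle and mitochondrial genes were lower. Of 16 smooth muscle genes 7 were lower (10 over the list alone; adjusted p = 8.02e-07 from camera, 0.137 with an estimated correlation), among them the actin-severing gene Dstn (-1.16, SE 0.30, adjusted p = 0.0877) and the tropomyosin gene Tpm1 (-1.63, SE 0.49, adjusted p = 0.130; -2.22 without PIN replicate 4). Of 10 skeletal muscle genes 3 were lower (3 over the list alone; adjusted p = 0.00865, and 0.0940 with an estimated correlation): Pygm, Eno3 and Tnnt1, the last with -0.99 (adjusted p = 0.286) without PIN replicate 2. Of 43 genes of oxidative phosphorylation 3 were lower (3 over the list alone): Cox6c, Ndufv1 and Ndufs7. The list shifted downward (adjusted p = 4.89e-08 from camera, and 0.137 with an estimated correlation). Its median on invasive replicate 3, 0.057, lay within the PIN range (-0.063 to 0.082). Over the 6 invasive arrays it moved against the macrophage median (r = -0.870, and -0.492 without invasive replicate 3, looked at after the values were seen). Without PIN replicates 2 and 3 the lower genes were 0 and 1 of smooth muscle, 0 and 1 of skeletal muscle and 0 and 0 of oxidative phosphorylation; without invasive replicate 3 the last were 10, and without invasive replicate 2 or 4 they were 1. Smooth muscle had 2 without invasive replicates 2, 4 and 5 and 3 without 6. Some iron handling genes were higher (5 of 14, 7 higher and 1 lower over the list alone, adjusted p = 0.00194, and 0.189 with an estimated correlation), with the transferrin gene Trf at 2.25 and the ferritin gene Ftl1 at 1.42; without PIN replicates 2 and 3 they were 0 and 3. A few genes of glycolysis and hypoxia were higher (5 of 29, 6 over the list alone, adjusted p = 0.0108, and 0.299 with an estimated correlation), with Ldha at 1.39, Adm at 1.57 and Angptl4 at 1.51, but the list did not shift without PIN replicate 4 (adjusted p = 0.0585) or invasive replicate 5 (0.0633), and 0, 2 and 3 genes were higher without PIN replicates 2 and 3 and invasive replicate 5.

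Of 23 adipocyte genes 4 were higher and 2 lower (4 and 3 over the list alone; adjusted p = 0.433 from camera), with the lipase gene Lpl higher by 2.43 and the glucose transporter gene Slc2a4 lower at -1.68; without PIN replicate 2 they were 1 and 0, no gene was lower without PIN replicate 3, and 1 was lower without PIN replicate 4 or invasive replicate 2, 5 or 6. Of 12 interferon genes Ifitm3 was higher (1.19, SE 0.29, adjusted p = 0.0675; 2 higher over the list alone), a call lost without PIN replicate 2, 3 or 4, and the list did not shift (adjusted p = 0.117), though it did without invasive replicate 3 (0.0292). Of 68 ribosomal protein genes none passed, and the list did not shift (adjusted p = 0.184), though it did without invasive replicate 5 (0.0405) or 6 (0.0269).

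The 9 arrays can be split into 6 and 3 in 84 ways, the real one included. As many genes passed in 1 split, the real one (457, highest other 354), the smallest share that 84 splits can give. The splits are not fully exchangeable, because the PIN samples are part of the pool and their arrays had the lower SD. Chance is thus made less likely for the number of genes, but is not excluded. A Fisher p of peptidases as small came in 1 split (4.85e-06, lowest other 0.00331), but in 81 splits the p was 1 and in 73 no gene passed, so this adds nothing to the count of genes. As many clones passed in 4 splits (371, highest other 1337), which is under 1 in 20, with the same limit. The other 3, each with over 1.5 times the real count, point to a structure of the samples, such as invasive replicates 2, 5 and 6 against the rest (1337). As many lists shifted in 7 splits (14, highest other 18), so chance cannot be excluded for their number. List by list, a camera p as small came in 1 split for macrophages, endothelium and skeletal muscle, and in 2 for lysosomal genes, pericytes and peptidases. It came in 5 splits for interstitial matrix, 6 for iron handling, 7 for proliferation and for the metalloproteinase list, 8 for oxidative phosphorylation, 10 for smooth muscle, 22 for glycolysis and hypoxia and 26 for neuroendocrine genes, each over 1 in 20, so chance cannot be excluded for these lists taken alone.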
